# Assessing Chemical-Induced Liver Injury *In Vivo* From *In Vitro* Gene Expression Data in the Rat: The Case of Thioacetamide Toxicity

**DOI:** 10.3389/fgene.2019.01233

**Published:** 2019-11-26

**Authors:** Patric Schyman, Richard L. Printz, Shanea K. Estes, Tracy P. O’Brien, Masakazu Shiota, Anders Wallqvist

**Keywords:** predictive toxicology, RNA-seq, thioacetamide, toxicogenomics, fibrosis, *in vitro-in vivo* correlations

## Abstract

Consumers are exposed to thousands of chemicals with potentially adverse health effects. However, these chemicals will never be tested for toxicity because of the immense resources needed for animal-based (*in vivo*) toxicological studies. Today, there are no viable *in vitro* alternatives to these types of animal studies. To develop an *in vitro* approach, we investigated whether we could predict *in vivo* organ injuries in rats with the use of RNA-seq data acquired from tissues early in the development of toxicant-induced injury, by comparing gene expression data from RNA isolated from these rat tissues with those obtained from *in vitro* exposure of primary liver and kidney cells. We collected RNA-seq data from the liver and kidney tissues of Sprague-Dawley rats 8 or 24 h after exposing them to vehicle (control), low (25 mg/kg), or high (100 mg/kg) doses of thioacetamide, a known liver toxicant that promotes fibrosis; we used these doses and exposure times to cause only mild toxicant-induced injury. For the *in vitro* study, we treated two cell types from Sprague-Dawley rats, primary hepatocytes (vehicle; low, 0.025 mM; or high, 0.125 mM dose), and renal tube epithelial cells (vehicle; low, 0.125 mM; or high, 0.500 mM) dose) with the thioacetamide metabolite, thioacetamide-S-oxide, selecting *in vitro* doses and exposure times to recreate the early-stage toxicant-induced injury model that we achieved *in vivo*. RNA-seq data were collected 9 or 24 h after application of vehicle or thioacetamide-S-oxide. We found that our modular approach for the analysis of gene expression data derived from *in vivo* RNA-seq strongly correlated (R^2^ > 0.6) with the *in vitro* results at two different dose levels of thioacetamide/thioacetamide-S-oxide after 24 h of exposure. The top-ranked liver injury modules *in vitro* correctly identified the ensuing development of liver fibrosis.

## Introduction

Thioacetamide was developed as an effective pesticide to control the decay of citrus fruits (Childs and Siegler, 1945), but was soon found to cause liver diseases (fibrosis and cirrhosis) and liver tumors (Fitzhugh and Nelson, 1948). It has been used extensively in animal studies (Ledda-Columbano et al., 1991; Li et al., 2002; Yeh et al., 2004; Okuyama et al., 2005; Dwivedi and Jena, 2018), largely for its ability to cause acute liver damage (Li et al., 2002; Okuyama et al., 2005). As consumers, we are exposed to thousands of chemicals with potentially adverse health effects. Yet, many of these chemicals will never be tested for toxicity as extensively as thioacetamide because of the immense resources needed for animal-based (*in vivo*) toxicological studies. There is also an ethical aspect to conducting large-scale animal experiments, which must meet legal and regulatory requirements, as directed by the Animal Welfare Act (AWA) in the U.S. and the European Directive 2010/63/EU to implement the principles of replacement, reduction, and refinement of the use of animals in research. Consequently, major efforts are currently under way to develop non-animal–based testing methods, such as high-throughput cell-based (*in vitro*) assays (Dix et al., 2007; Adeleye et al., 2015; Goh et al., 2015; Wetmore, 2015). However, these platforms are unlikely to meet the requirements for safety assessment and replace animal testing until reliable *in vivo-in vitro* correlations are achieved (Wetmore, 2015). Therefore, we need an effective approach to link *in vitro* results to meaningful *in vivo* injury endpoints, such as liver fibrosis.

Here, we present our efforts to use a systems toxicology approach to address the discrepancies commonly found between *in vitro* and *in vivo* results. We focus on toxicogenomics, a subfield of toxicology, which assumes that toxicity is accompanied by a change in the expression of either a single gene or a set of genes (Hamadeh et al., 2002; Sutherland et al., 2017), and that chemical exposures leading to the same injury endpoint cause similar changes in gene expression. Toxicogenomics has advanced the understanding of toxicological effects and improved predictions of responses to chemicals (Steiner et al., 2004; Sutherland et al., 2017). Several toxicogenomic approaches use single genes or coexpressed genes to study stress responses. For example, when specific genes are associated with an injury (e.g., cancer, cholestasis, steatosis), gene signatures are often used to classify chemicals in terms of their toxicity endpoints (Segal et al., 2004; Sahini et al., 2014; Parmentier et al., 2017). When sets of genes are differentially activated in response to an injury condition, such gene sets are often referred to as toxicity pathways or coexpressed genes. Furthermore, data mining techniques, such as bi-clustering (Pontes et al., 2015), are used to create sets of coexpressed genes, which consist of genes whose expression pattern is correlated across a set of chemical exposures with a common injury endpoint (Sutherland et al., 2017).

Previously, we developed an unbiased protocol to assign sets of coexpressed genes (modules) associated with molecular toxicity and linked them to specific injuries in the liver and kidney, using the Iterative Signature Algorithm (Bergmann et al., 2003; Tawa et al., 2014; AbdulHameed et al., 2016; Te et al., 2016). Compared to gene signatures, coexpressed gene modules can make more robust predictions for specific pathologies because they rely on groups of genes rather than individual genes. Gene expression data are prone to inherent noise, owing to limitations in experimental techniques and the complexity of biological systems. A limitation of the gene module approach is that the modules do not contain the same mechanistic information as do biological pathways, where genes can be linked by their function. Using gene expression data from the Open Toxicogenomics Project-Genomics Assisted Toxicity Evaluation System (TG-GATEs) database, which contains data from Sprague-Dawley rats exposed to different chemicals for 4 to 29 days (Igarashi et al., 2015), we derived 8 and 11 chemical-induced injury modules for the liver and kidney, respectively, associated with the relevant histopathological injury phenotypes from the TG-GATEs database (Te et al., 2016). Recently, we validated our injury modules *in vivo* by exposing Sprague-Dawley rats to a low (25 mg/kg) or high (100 mg/kg) dose of thioacetamide for 8 or 24 h (Schyman et al., 2018). The most activated injury modules were those associated with cellular infiltration and fibrosis, consistent with previous studies on thioacetamide toxicity and suggested by our own histological analyses.

Our aim in this study was to test the hypothesis that injury modules identified from *in vitro* transcriptomic responses can correlate with injury modules from *in vivo* to assist in the prediction of *in vivo* injury endpoints. For the *in vitro*-*in vivo* comparison, we selected thioacetamide as a toxicant for its ability to cause acute liver damage (Li et al., 2002; Okuyama et al., 2005). Thioacetamide is highly toxic to the liver *in vivo* because it is rapidly metabolized by cytochrome P450 and flavin-containing monooxygenases into its reactive metabolites (thioacetamide-S-oxide and reactive oxygen species) (Hajovsky et al., 2012). In our *in vitro* studies, we used the metabolized form of the compound, thioacetamide-S-oxide (Hajovsky et al., 2012), to simulate the level of toxicity achieved *in vivo* after exposure to thioacetamide. To compare liver- and kidney-specific responses, we treated two types of primary cells from Sprague-Dawley rats, hepatocytes, and renal tube epithelial cells, with vehicle (control) or two different doses of thioacetamide-S-oxide (designated low and high), and collected RNA samples at two different time points to ensure a match to an *in vivo* early-stage injury model. For the *in vivo* comparisons, we used data from our published thioacetamide toxicity study (Schyman et al., 2018) of 30 Sprague-Dawley rats treated with either vehicle (control) or one of two doses (low; 25 mg/kg or high; 100 mg/kg) of thioacetamide to produce different degrees of early injury. We collected RNA samples for gene expression analysis from the liver and kidney 8 and 24 h following injection of vehicle or thioacetamide.

## Materials and Methods

### Experimental Procedures

#### Thioacetamide ***In Vivo***

Male Sprague-Dawley rats at 10 weeks of age were purchased from Charles River Laboratories (Wilmington, MA). Rats were fed with Formulab Diet 5001 (Purina LabDiet; Purina Miles, Richmond, IN) and given water *ad libitum* in an environmentally controlled room at a temperature of 23°C with a 12:12-h light-dark cycle. All experiments were conducted in accordance with the *Guide for the Care and Use of laboratory Animals* of the U.S. Department of Agriculture, the Vanderbilt University Institutional Animal Care and Use Committee, and USAMRDC Animal Care and Use Review Office. Animals (30 rats) were administered either vehicle (saline; 3 ml/kg; n = 5 each at two time points) or thioacetamide (25 or 100 mg/kg; n = 5 each at two time points for each dose) intraperitoneally at 9 am, and the liver and kidney from each animal were harvested 8 or 24 h after the administration of vehicle or thioacetamide. Rats were anesthetized by intravenous injection of sodium pentobarbital through a jugular vein catheter and then the liver and kidney were dissected and frozen using Wollenberger tongs precooled in liquid nitrogen. The collected plasma, urine, and organs were kept at -80°C until used for analyses. Frozen whole kidneys were powdered in liquid nitrogen, since this organ is histologically heterogeneous. Total RNA was isolated from the liver and powered kidney, using TRIzol Reagent (Thermo Fisher Scientific, Waltham, MA) and the direct-zol RNA MiniPrep kit (Zymo Research, Irvine, CA). We refer the reader to our original publication for further details (Schyman et al., 2018).

#### Thioacetamide ***In Vitro***

Cryopreserved rat (Sprague-Dawley) hepatocytes and renal proximal tubular epithelial cells were purchased from Triangle Research Labs (Research Triangle Park, NC) and Sciencell Research Laboratories (Carlsbad, CA), respectively. Hepatocytes were thawed and suspended in thawing medium (MCRT50; Triangle Research Labs) at 6–7 million cells/50 ml. The suspension was centrifuged at 50 ×g, and cells were resuspended in plating medium (MP100; Triangle Research Labs). Hepatocytes were plated on collagen 1-coated 96-well plates at a density of 2 × 10^4^ cells/well for measurement of cell viability and on collagen 1-coated 6-well plates at a density of 4.5 × 10^5^ cells/well for RNA sequence analysis. Cells were cultured under 5% CO_2_ in a 37°C incubator. After 4 h of culture to allow cell attachment, the medium was replaced with hepatocyte maintenance medium (CC-3198, Triangle Research Labs). Rat renal tubular epithelial cells were thawed and suspended in “Epithelial Cell Medium-animal” (EpiCM-a, Sciencell Research Laboratories) and plated into poly-L-lysine-coated 96-well plates at a density of 2 × 10^4^ cells/well for measurement of cell viability and on poly-L-lysine-coated 6-well plates at a density of 3 × 10^5^ cells/well for RNA collection. Cells were cultured under 5% CO_2_ in a 37°C incubator. After 4 h of culture to allow cell attachment, the medium was replaced by the same medium. Both rat hepatocytes and renal cells were cultured for an additional 18 h before addition of thioacetamide-S-oxide or vehicle (maintenance medium; CC-3198 for hepatocytes and EpiCM-a for renal cells).

Preliminary studies were performed on rat hepatocytes and renal cells to identify a dose (range: 0.025 to 4 mM for hepatocytes, 0.125 to 4 mM for renal cells) of thioacetamide-S-oxide and length of exposure (range: 3 to 24 h for both hepatocytes and renal cells) that would result in mild toxicity without substantial loss of cell viability. Two cell viability assays were performed. First, to measure cellular loss of lactate dehydrogenase (LDH), cells were collected and cellular LDH activity remaining after each treatment was measured using the Lactate Dehydrogenase Activity Assay Kit (Sigma-Aldrich, St. Louis, MO). Second, cellular adenosine triphosphate (ATP) levels were measured using the CellTier-Glo 2.0 Assay kit (Promega Co., Madison, WI) according to the manufacturer’s protocol. The time-course profiles of cell viablity in these prelimiary studies are illustrated in **Figures S1–S4** (**Supplemental Material**). Based on these studies, two time points, 9 and 24 h, and two doses of thioacetamide-S-oxide, designated low and high, were chosen to induce early-stage toxicant-nduced injury with no or little loss in cell viability. Hepatocytes and renal cells were thus exposed for 9 or 24 h to either vehicle or thioacetamide-S-oxide (0.025 or 0.125 mM for hepatocytes, and 0.125 or 0.5 mM for renal cells). **Table 1** shows the viability of hepatocytes and renal proximal tubular epithelial cells exposed to thioacetamide for 9 or 24 h compared to vehicle-exposed cells.

**Table 1:** Viability of hepatocytes and renal proximal tubular epithelial cells exposed to thioacetamide-S-oxide compared to vehicle-exposed cells at 9 or 24 h. The vehicle-exposed reference values for adenosine triphosphate (ATP) and lactate dehydrogenase (LDH) are relative values at each time point.

		9 h exposure		24 h exposure	
		ATP	LDH	ATP	LDH
Type of cells	Dose (mM)	%	%	%	%
Hepatocytes	0 (vehicle)	100 ± 3	100 ± 4	100 ± 3	100 ± 3
	0.025	99 ± 9	103 ± 6	84 ± 3	98 ± 7
	0.125	90 ± 5	99 ± 5	75 ± 6	95 ± 5
Epithelial Cells	0 (vehicle)	100 ± 2	100 ± 9	100 ± 1	100 ± 8
	0.125	99 ± 1	103 ± 11	91 ± 2	99 ± 6
	0.5	87 ± 6	95 ± 11	65 ± 5	90 ± 9

Total RNA was isolated from culture cells using TRIzol Reagent (Thermo Fisher Scientific) and the direct-zol RNA MiniPrep kit (Zymo Research). The isolated RNA samples were then submitted to the Vanderbilt University Medical Center VANTAGE Core (Nashville, TN) for RNA quality determination and sequencing. Total RNA quality was assessed using a 2100 Bioanalyzer (Agilent, Santa Clara, CA). At least 200 ng of DNase-treated total RNA with high RNA integrity was used to generate poly-A-enriched mRNA libraries, using KAPA Stranded mRNA sample kits with indexed adaptors (New England BioLabs, Ipswich, MA). Library quality was assessed using the 2100 Bioanalyzer (Agilent), and libraries were quantitated using KAPA library Quantification kits (KAPA Biosystems). Pooled libraries were subjected to 150-bp double-end sequencing using an Illumina NovaSeq6000 (San Diego, CA) according to the manufacturer’s protocol. Bcl2fastq2 Conversion Software (Illumina) was used to generate de-multiplexed Fastq files.

### Analysis of RNA-Seq Data

We used the RNA-seq data analysis tool Kallisto for read alignment and quantification (Bray et al., 2016). Kallisto pseudo-aligns the reads to a reference, producing a list of transcripts that are compatible with each read while avoiding alignment of individual bases. 

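The deposited tables, one per library, give for each target its length, its effective length, its estimated count and its TPM. Every table lists the same 65166 targets. Of these, 40071 are transcripts with Ensembl identifiers and 25095 are genomic intervals that are named only by chromosome, start and end. The intervals are between 1003 and 20000 bases long, with a median of 20000 bases, and cover 375 Mb together. The paper's methods name the transcriptome and its genome build (Rnor_6.0), and do not describe the intervals. Outside 1 vehicle library of the hepatocytes at 24 h, the transcripts took between 84.1% and 95.3% of the estimated counts of a library, with a median of 92.8% over these 89 libraries.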

In this study, we pseudo-aligned the reads to the *Rattus norvegicus* transcriptome (Rnor_6.0) downloaded from the Ensembl website (Zerbino et al., 2018). Kallisto achieves a level of accuracy similar to that of other competing methods, but is orders of magnitude faster than alternative methods. Its speed allows for the use of a bootstrapping technique to calculate uncertainties of transcript abundance estimates by repeating the analyses after resampling with replacement. In this study, we employed this technique to repeat the analysis 100 times. The files from RNA-seq analysis were deposited in NCBI’s Gene Expression Omnibus (GEO) database under series accession numbers GSE120195 and GSE134569.

To identify differentially expressed genes (DEGs) from transcript abundance data, we used Kallisto’s companion analysis tool Sleuth, which uses the results of the bootstrap analysis during transcript quantification to directly estimate the technical gene variance for each sample (Pimentel et al., 2017). DEGs were defined by using a false discovery rate adjusted p-value (q-value) of no more than 0.05 and a minimum gene expression β-value of 0.41 as the criteria for differential expression, which corresponds to a fold-change (FC) value of 1.5. Note that the β-value is defined as the natural logarithm of the effect size, and that the effect size and FC value of a gene are not equivalent. Nonetheless, the ranking and the directionality of change in gene expression (i.e., if a gene is up- or down-regulated) should be the same. In the Supplemental Material, we provide the q-values of all genes and the DEGs.

### KEGG Pathway Analysis

To understand the biological significance of the alterations in gene expression levels induced by thioacetamide, we used the aggregated FC (AFC) method (Ackermann and Strimmer, 2009; Yu et al., 2017) to calculate significantly activated Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Kanehisa and Goto, 2000). We downloaded the KEGG pathways from the Molecular Signatures Database (MsigDB) (c2.cp.kegg.v6.1.entrez.gmt) (Liberzon et al., 2011), provided by the Broad Institute, Cambridge, MA [http://software.broadinstitute.org/gsea/msigdb], in February 2018. This database contains pathway information curated from multiple online databases. Detailed descriptions and performance characteristics of the AFC method can be found in the original literature (Ackermann and Strimmer, 2009; Yu et al., 2017). In the AFC method, we first calculate the FC value for each gene (i.e., the difference between the mean log-transformed gene expression values for treatment and control conditions) and define the KEGG pathway score as the total FC value of all genes in the pathway. We then use the pathway scores to perform null hypothesis tests and estimate each pathway’s significance by its p-value, defined as the probability that the pathway score for a random data set is greater than the score from the actual pathway. The sign of the pathway score represents the direction of regulation: the pathway is defined as up-regulated if the gene expression level after a treatment condition is increased relative to the control condition, and down-regulated if it is instead reduced.

### Module Activation Score

We developed the aggregate absolute FC (AAFC) method to calculate the activation score of a gene set (Schyman et al., 2018). This method identifies gene sets (e.g., modules) that are significantly changed. The AAFC method first calculates the FC value for each gene, i.e., the difference between the mean log-transformed gene expression values for samples in the treatment and control cohorts. We assessed the significance of this FC value by Student’s t-test (n = 5 for both treatment and control cohorts). We updated the procedure from that in our previous study (Schyman et al., 2018), in which we used “qualified” genes that passed Student’s t-test (p-value < 0.05). In the updated version, we included all genes, but calculated a combined p-value for each gene set (module) using Fisher’s method as an indicator of robustness of the reliability of the genes in the module (Fisher, 1932). (See the Fisher values for all module calculations in **Tables S2–S5** of the Supplemental Material.) The AAFC method then calculated the absolute value of each gene’s log-transformed FC value, and for each gene set (e.g., module or pathway) calculated the total FC value of the absolute values. We then used the gene set scores to perform null hypothesis tests and estimated each gene set’s significance by its p-value, defined as the probability that the score for randomly selected FC values (10,000 times) is greater than the score from the actual gene set. A small p-value implies that the gene set value is significant. The z-score is the number of standard deviations by which the actual gene set value differs from the mean of the randomly selected FC values (10,000 times).

### Data Collection and Processing of High- and Low-Risk Liver Toxicants

For the *in vitro* assessment of high- and low-risk liver toxicity, we used data from TG-GATEs (Igarashi et al., 2015), a publicly available database that contains data associating chemical exposures with transcriptomic changes in the liver of male Sprague-Dawley rats. We processed the data according to our previous protocol (Tawa et al., 2014), using the ArrayQualityMetrics-Bioconductor package (Kauffmann et al., 2008) to assess the quality of the Robust Multiarray Averaged (RMA) preprocessed data (Irizarry et al., 2003). In this process, we removed outlier arrays and renormalized the remaining data.

For the *in vivo* data, we used DrugMatrix, a publically available toxicogenomics database. This database contains a large collection of gene expression data obtained from Sprague-Dawley rats after exposure to a range of chemicals (Ganter et al., 2005). This dataset utilizes the Affymetrix GeneChip Rat Genome 230 2.0 Array. We used the same protocol as described in our previous publication (AbdulHameed et al., 2014).

## Results

### Differentially Expressed Genes (DEGs) Activated *In Vitro* and *In Vivo*

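Primary rat hepatocytes and renal proximal tubular epithelial cells, cells taken from the animal and not from an established line, were exposed to vehicle or to thioacetamide-S-oxide for 9 or 24 h. The low and high doses were 0.025 and 0.125 mM for hepatocytes and 0.125 and 0.5 mM for renal cells. Each of the 12 conditions had 5 cultures, which gave 60 poly-A-enriched RNA libraries, and no 2 tables were identical. The paper's methods describe purchased frozen cells plated in wells, and name no donor for single cultures. The SDs and p-values given here may thus measure the spread between wells and not between animals. The authors deposited estimated counts and TPM per transcript from Kallisto, without a test result per comparison in these tables. In hepatocytes, the estimated counts per library ranged from 15413513 to 34074008 in vehicle cultures at 9 h (median 29798078), from 27074527 to 33654248 at the low dose at 9 h (median 29576677), from 25381847 to 35811769 at the high dose at 9 h (median 28335819), from 2993135 to 30185104 in vehicle cultures at 24 h (median 22874729), from 26782233 to 31923877 at the low dose at 24 h (median 28952733) and from 22285879 to 39608681 at the high dose at 24 h (median 25405673). In renal cells, the corresponding ranges were 23108516 to 30970392 (median 26708671), 21234086 to 31193747 (median 25283033) and 25102100 to 37837044 (median 29365167) for vehicle, low dose and high dose at 9 h, and 11415878 to 30103887 (median 27450553), 15078809 to 32441592 (median 31023292) and 25095387 to 39153378 (median 28061642) for vehicle, low dose and high dose at 24 h. The smallest library, vehicle library MS-183 of the hepatocytes at 24 h, had 249303 estimated counts on transcripts, and its median Spearman correlation with the other 4 vehicle libraries was 0.257 over 18054 transcripts. It was kept, and the test of each comparison that used it was repeated without it. Measures taken from single libraries were not repeated.

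**Figure D1:**
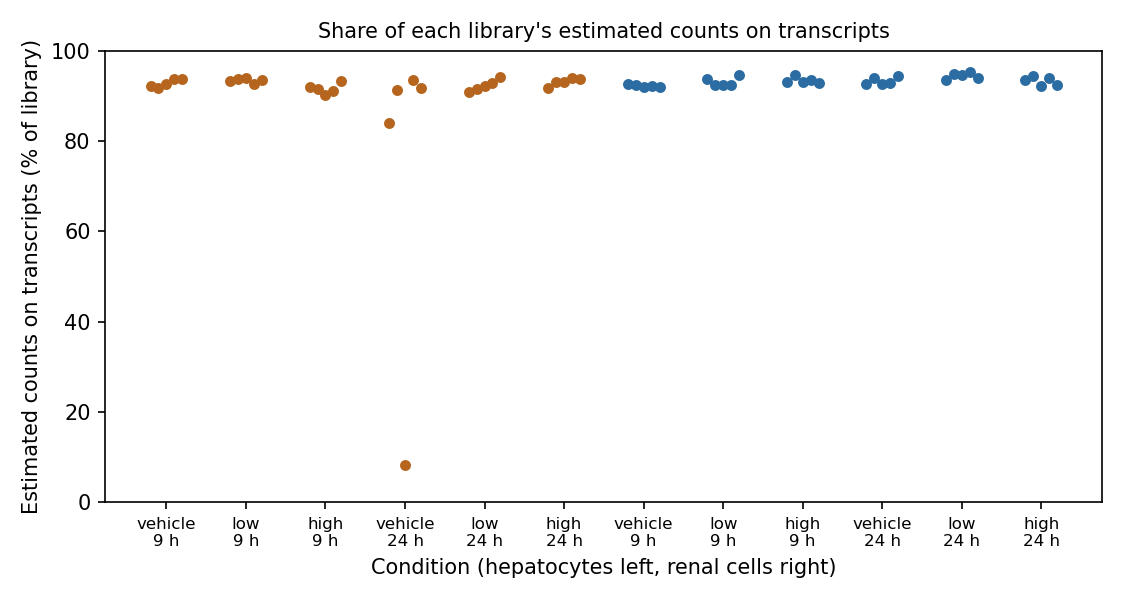
Share of each library's estimated counts that fell on transcripts, in percent, for the 5 libraries (points) of each condition in hepatocytes (brown) and renal cells (blue). One hepatocyte vehicle library at 24 h lies at 8.33%, and the other libraries lie above 84%.

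The estimated counts were rounded to whole numbers and each pair of groups was compared with the quasi-likelihood test of edgeR, after TMM normalization and its filter on low counts. A differentially expressed gene (DEG) is counted here as a transcript with a Benjamini-Hochberg adjusted p-value of at most 0.05 and a natural-log fold change of at least 0.41 in size, the thresholds of the paper. The paper tested with Sleuth, whose bootstrap estimates were not used here, and reports genes, so that a gene with several changed transcripts counts more than once here. Between 16325 and 17941 transcripts passed the filter in the comparisons between doses of hepatocytes and renal cells.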

**Table 2** summarizes the number of DEGs identified *in vivo* from liver and kidney exposed to thioacetamide treatment for 8 or 24 h and *in vitro* from primary hepatocytes and renal proximal tubular epithelial cells exposed to the thioacetamide metabolite, thiacetamide-S-oxide, for 9 or 24 h. The two time points and two doses of thioacetamide-S-oxide (see **Table 1**) produced minimal cytotoxicity, as indicated by two different cell viability assays. Thus, we attempted to mimic the level of toxicity induced by thioacetamide and its metabolites *in vivo* without attempting to match toxicant levels or time points exactly with those used previously for *in vitro* studies. The goal was to identify genes whose expression changes *in vivo* are associated with early injury induced by thioacetamide and/or its metabolites, which may also be altered similarly in rat primary liver and kidney cells following *in vitro* exposure to thioacetamide-S-oxide. In most cases, the number of DEGs identified in the liver and kidney depended on the dose (**Table 2**) with two exceptions: *in vitro* hepatocytes showed 4,292 DEGs 24 h after low-dose treatment compared to 3,178 DEGs 24 h after high-dose treatment, and *in vivo* kidneys showed 257 DEGs 8 h after low-dose treatment compared to 172 DEGs 8 h after high-dose treatment. Another notable trend in the *in vivo* study was that all kidney samples showed fewer DEGs than liver samples, consistent with the notion that the liver is responsible for metabolizing the majority of thioacetamide to reactive metabolites like thioacetamide-S-oxide. Thus, the liver was likely exposed to higher concentrations of this toxic thioacetamide metabolite, even though the *in vivo* dose of thioacetamide administered to the rats was the same for the liver and kidney. In contrast, rat liver and kidney primary cells were exposed *in vitro* directly to a high- and low-dose of the thioacetamide metabolite, thioacetamide-S-oxide. A high and low dose of thioacetamide-S-oxide was selected for each cell type to provide a similar level of cytotoxicity between each cell type (see **Table 1**). This led to a higher *in vitro* dose for renal tube epithelial cells than for hepatocytes, which might explain the liver and kidney discrepancy between the *in vivo* and *in vitro* results.

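In hepatocytes, 387 transcripts were DEGs after the low dose at 9 h (202 of them lower than in vehicle) and 3062 after the high dose at 9 h (1409 higher and 1653 lower). At 24 h, 3228 were DEGs after the low dose (1918 higher and 1310 lower) and 1693 after the high dose (1085 higher and 608 lower). In renal cells, the low dose gave 1173 DEGs at 9 h and 11 at 24 h, and the high dose gave 3403 at 9 h and 4793 at 24 h. Compared directly, the high-dose and low-dose cultures of hepatocytes differed in 1256 transcripts at 9 h and in 2520 at 24 h, and those of renal cells in 2249 at 9 h and in 3532 at 24 h. The hepatocyte counts at 24 h depended on the processing. The lowest, 396 at the low dose and 204 at the high dose, came from transcripts and genomic intervals in one fit, an alternative chosen after seeing the data. The highest count at the low dose was 6424, with limma and a weight for each library, also chosen after seeing the data, and the highest at the high dose was 4939, with all hepatocyte groups in one fit. With the vehicle library with few counts on transcripts left out, the low dose gave 6279 DEGs and the high dose 4475, a ratio of 1.40 against 1.91 with all libraries. The split at the low dose also moved, to 2532 higher and 2588 lower with DESeq2. In renal cells, leaving out low-dose library MS-145 at 24 h, which had 15078809 estimated counts against at least 30860544 in the other 4, gave 53 DEGs. Its median Spearman correlation with its group was 0.831, against at least 0.946 for each of the other 4. Vehicle library MS-137 at 24 h, with 11415878 estimated counts, still had 0.955 within its group. Low depth was therefore not the only way in which library MS-145 stood apart. From its own counts (Table 2), the paper concludes that the number of DEGs depended on the dose in most cases, and names hepatocytes at 24 h as an exception. The in vivo samples were not analysed here.

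**Figure D2:**
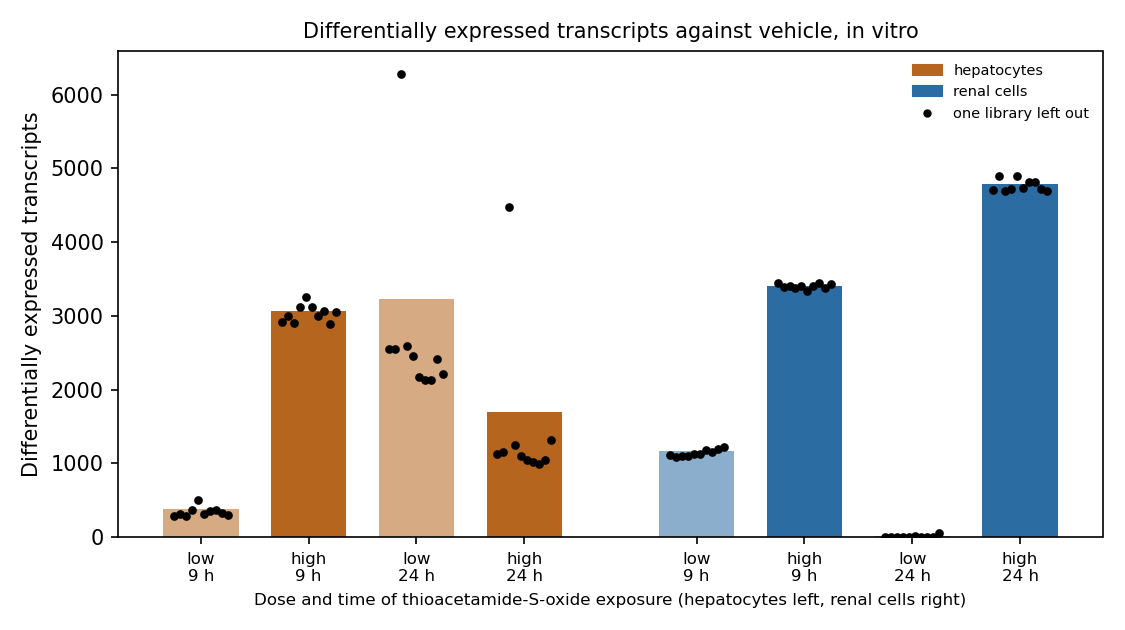
Number of differentially expressed transcripts against vehicle (bars) for each dose and time in hepatocytes (brown) and renal cells (blue), with the counts when each of the 10 libraries compared was left out in turn (black points). At 24 h in hepatocytes, the highest points, 6279 and 4475, are the fits without vehicle library MS-183.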

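At 24 h, the renal cells at the high dose of 0.5 mM had a mean absolute log2 fold change of 0.56 across 17798 transcripts, and the hepatocytes at their high dose of 0.125 mM had 0.73 across 16325 transcripts. The spread was taken from single libraries, as the mean absolute difference of each treated library from the vehicle mean on the log2 CPM scale. This library mean was 0.63 ± 0.04 (SD, n = 5) in renal cells and 0.96 ± 0.03 (SD, n = 5) in hepatocytes. An unadjusted p-value under 0.05 was found for 58.1% of the transcripts tested in renal cells and for 25.4% in hepatocytes, by the same edgeR test. Without vehicle library MS-183, the mean absolute log2 fold change for hepatocytes was 0.62. The share of transcripts with such a p-value was then 54.7%. The library mean of 0.96 was not repeated without it. The dose of 0.125 mM was used in both cell types, as the high dose in hepatocytes and as the low dose in renal cells.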

**Table 2:** Differentially expressed genes after exposure *in vivo* to thioacetamide and *in vitro* to thioacetamide-S-oxide.

	*In vivo*				*In vitro*			
	Low dose		High dose		Low dose		High dose	
	**8 h**	**24 h**	**8 h**	**24 h**	**9 h**	**24 h**	**9 h**	**24 h**
Liver	3027	1999	4443	4307	259	4292	2159	3178
Kidney	257	746	172	1571	890	71	2575	3529

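In vitro, 64.1% of the hepatocyte DEGs after the high dose at 24 h were higher than in vehicle cultures, against 44.7% of the renal DEGs. With DESeq2 in place of edgeR, these shares were 49.6% and 44.9%. For 82.7% of the hepatocyte DEGs and 87.6% of the renal DEGs, all 5 treated libraries lay on one side of all 5 vehicle libraries. As DEGs are chosen for a difference between the groups, this share is high by selection. Among all transcripts tested, 21.7% in hepatocytes and 41.7% in renal cells were separated in this way, where chance gives 0.794%. The hepatocyte shares of separated transcripts include vehicle library MS-183 and were not repeated without it. This limits their comparison with the renal shares. The files do not pair transcripts with gene names. Of the hepatocyte DEGs with a mean log2 CPM of at least 3 and such a separation, the largest increase was that of ENSRNOT00000016152, from 2.97 ± 4.78 CPM in vehicle cultures (SD, n = 5) to 363 ± 18.3 CPM (SD, n = 5), a log2 fold change of 8.55 (standard error 0.55, from the F statistic, adjusted p = 8.89e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The vehicle mean at 24 h was raised by library MS-183, with 11.5 CPM. The fold change was fitted to the counts and is larger than the ratio of these 2 means gives. When scaled together with all other libraries, the other 4 vehicle cultures at 24 h held 0.823 ± 0.165 CPM (SD, n = 4). The vehicle cultures at 9 h held 507 ± 41.8 CPM of this transcript (SD, n = 5) on that scale. The largest decrease was that of ENSRNOT00000026473, from 175.3 ± 96.9 CPM to 0.204 ± 0.0927 CPM (SD, n = 5 in each group), a log2 fold change of -9.80 (standard error 0.82, adjusted p = 4.26e-05 from the same edgeR test). In vehicle cultures at 9 h it stood at 0.670 ± 0.193 CPM (SD, n = 5). In renal cells, ENSRNOT00000010092 rose the most, from 6.96 ± 0.623 to 296 ± 43.9 CPM (SD, n = 5 in each group), with a log2 fold change of 5.41 (standard error 0.12, adjusted p = 2.64e-10, edgeR). ENSRNOT00000008535 fell the most, from 52.9 ± 7.41 to 1.83 ± 0.267 CPM (SD, n = 5 in each group), with a log2 fold change of -4.85 (standard error 0.13, adjusted p = 7.80e-10, edgeR). With each library left out in turn, these 4 log2 fold changes stayed within 8.36 to 8.76, -10.10 to -9.60, 5.34 to 5.47 and -4.92 to -4.80. Kallisto divides reads among similar transcripts, so the level of any transcript that shares sequence with another is an estimate.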

**Figure 1** shows the number of DEGs overlapping between those observed *in vivo* and *in vitro* for the liver and kidney 24 h after high-dose exposure to thioacetamide/thioacetamide-S-oxide. The overlap as a proportion of the total number of DEGs is small for the liver and kidney, covering approximately 20% and 10%, respectively. The overlapping genes might still be useful as predictors if they were correlated. However, an analysis of the relative gene expression changes *in vivo* and *in vitro* revealed no correlation for either the liver or kidney (**Figure 2**).

**Figure 1:**
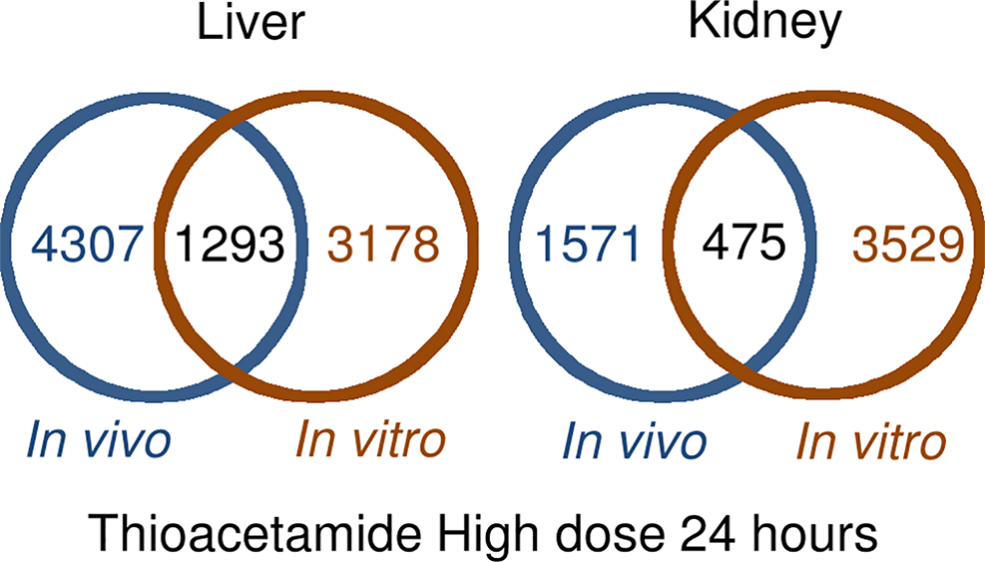
Overlap between differentially expressed genes in *in vivo* and *in vitro* 24 h after thioacetamide/thioacetamide-S-oxide exposure.

**Figure 2:**
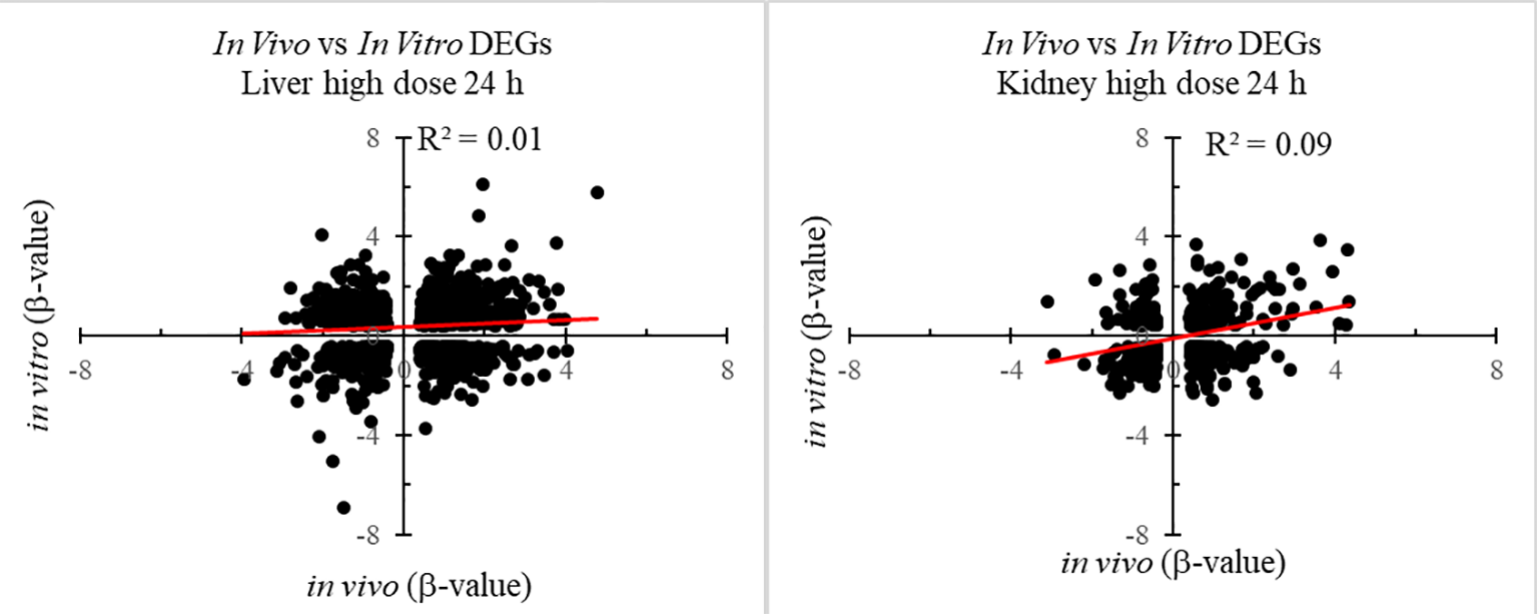
Correlation between differentially expressed genes (DEGs) in *in vitro* and *in vivo* 24 h after thioacetamide/thioacetamide-S-oxide exposure.

### KEGG Pathway Activation *In Vitro* and *In Vivo*

For our analysis, we used the KEGG pathway database (Kanehisa and Goto, 2000). To identify activated pathways we used the AFC method (Ackermann and Strimmer, 2009), which performs well compared to other popular pathway analysis methods (Yu et al., 2017). The AFC procedure uses all genes in a pathway to calculate the FC value and determine the significance by calculating the p-value using randomly selected genes (see *Materials and Methods* section).

**Table 3** summarizes the KEGG pathways that were significantly activated, with a p-value of < 0.05, both *in vivo* and *in vitro* for the liver and kidney 24 h after high-dose exposure to a form of thioacetamide. The *in vivo* and *in vitro* results showed overlap for 12 pathways in the liver and 13 pathways in the kidney. Changing the significance threshold to p < 0.01 resulted in only two overlapping pathways (*cardiac muscle contraction* and *oxidative phosphorylation*), which appeared both in the liver and the kidney. However, there were no overlapping pathways in the liver when we considered the directionality, whether a pathway was significantly overexpressed or suppressed (up- or down-regulated). **Table S1** in the **Supplemental Material** shows the KEGG pathways with their calculated p-values, 24 h after high-dose treatment *in vivo* and *in vitro* for both the liver and kidney.

**Table 3:** Overlap of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways significantly activated (p-value < 0.05) *in vivo* and *in vitro*, 24 h after high-dose thioacetamide/thioacetamide-S-oxide exposure.

KEGG pathway (p-value < 0.05, bold p-value < 0.01)	*In vivo-In vitro* overlap		Function
	Liver	Kidney	
Limonene and pinene degradation	√		Metabolism
PPAR signaling pathway	√		Endocrine system
Ascorbate and aldarate metabolism	√		Metabolism
Butanoate metabolism	√		Metabolism
Tyrosine metabolism	√		Metabolism
**Cardiac muscle contraction^a^**	**√**	**√**	**Circulatory system**
Antigen processing and presentation	√	√	Immune system
**Oxidative phosphorylation**	**√**	**√**	**Metabolism**
Glutathione metabolism	√	√	Metabolism
Linoleic acid metabolism	√	√	Metabolism
Metabolism of xenobiotics by cytochrome P450	√	√	Metabolism
Drug metabolism cytochrome P450	√	√	Metabolism
Pentose and glucuronate interconversions		√	Metabolism
Arginine and proline metabolism		√	Metabolism
Taurine and hypotaurine metabolism		√	Metabolism
Selenoamino acid metabolism		√	Metabolism
Porphyrin and chlorophyll metabolism		√	Metabolism
Nitrogen metabolism		√	Metabolism

^a^Bold text indicates significantly activated pathway with a p-value < 0.01.

### Injury Module Activation Analysis

We previously identified and evaluated 8 kidney and 11 liver injury modules (Te et al., 2016; Schyman et al., 2018). In those studies, we calculated the average absolute log_2_ FC value of all genes in a module to determine the activation score for each injury module. Here, we modified the procedure from our previous study (Schyman et al., 2018), where we only used genes that passed the t-test criteria, and instead included all genes. **Tables 4**–**7** show, in bold, the z-score values of significantly activated injury modules, for which the p-value was less than 0.01. **Tables S2–S5** in the Supplemental Material include the calculated p-values. For practical purposes, one should identify the top-ranking modules with the highest z-score values as the most likely injury phenotypes. However, several injury phenotypes may coexist, such as necrosis and cellular infiltration, which are early inflammatory responses.

**Table 4:** Activation of liver injury modules *in vivo* from rat liver tissue after exposure to thioacetamide.

Low dose				High dose			
8 h		24 h		8 h		24 h	
Module	z-score	Module	z-score	Module	z-score	Module	z-score
**Oval cell proliferation^a^**	**8.5**	**Anisonucleosis**	**14.7**	**Cellular infiltration**	**6.8**	**Cellular infiltration**	**14.9**
**Single cell necrosis**	**6.7**	**Cellular infiltration**	**14.2**	**Single cell necrosis**	**6.0**	**Fibrosis**	**12.0**
**Nuclear alteration**	**5.6**	**Fibrosis**	**11.1**	**Oval cell proliferation**	**4.6**	**Cellular foci**	**10.0**
**Cellular infiltration**	**5.2**	**Oval cell proliferation**	**9.6**	**Cellular foci**	**3.8**	**Anisonucleosis**	**9.1**
**Anisonucleosis**	**3.4**	**Cellular foci**	**9.0**	**Anisonucleosis**	**3.7**	**Oval cell proliferation**	**8.0**
**Bile duct proliferation**	**3.2**	**Single cell necrosis**	**4.6**	**Fibrosis**	**3.1**	**Single cell necrosis**	**6.5**
Cellular foci	1.8	**Nuclear alteration**	**4.1**	**Bile duct proliferation**	**3.1**	**Nuclear alteration**	**5.0**
Hematopoiesis	1.5	**Bile duct proliferation**	**3.6**	**Nuclear alteration**	**2.4**	**Bile duct proliferation**	**4.8**
Fibrosis	1.1	**Hematopoiesis**	**2.9**	**Hematopoiesis**	**2.3**	**Hematopoiesis**	**3.4**
Cytoplasmic alteration	0.8	Granular degeneration	1.4	Cytoplasmic alteration	1.1	Cytoplasmic alteration	-0.5
Granular degeneration	-0.8	Cytoplasmic alteration	0.2	Granular degeneration	0.2	Granular degeneration	-0.9

^a^Bold text indicates significantly activated module (p-value < 0.01).

**Table 5:** Activation of kidney injury modules *in vivo* from rat kidney tissue after exposure to thioacetamide.

Low dose				High dose			
8 h		24 h		8 h		24 h	
Module	z-score	Module	z-score	Module	z-score	Module	z-score
**Necrosis^a^**	5.2	Necrosis	2.6	**Necrosis**	7.3	**Necrosis**	**15.3**
Dilatation	0.6	Dilatation	1.6	Cellular infiltration	1.7	**Cellular infiltration**	**11.2**
Degeneration	0.2	Degeneration	0.9	Degeneration	1.5	**Degeneration**	**11.2**
Cellular infiltration	-1.8	Cellular infiltration	0.7	Hyaline cast	0.6	**Hyaline cast**	**6.4**
Hyaline cast	-2.0	Hyaline cast	-0.5	Hypertrophy	0.2	**Dilatation**	**6.4**
Hypertrophy	-2.1	Hypertrophy	-1.0	Intracytoplasmic inclusion body	-0.3	Fibrosis	1.5
Intracytoplasmic inclusion body	-2.4	Intracytoplasmic inclusion body	-2.7	Dilatation	-0.7	Intracytoplasmic inclusion body	-0.1
Fibrosis	-3.7	Fibrosis	-3.0	Fibrosis	-0.9	Hypertrophy	-1.7

^a^Bold text indicates significantly activated module (p-value < 0.01).

**Table 6:** Activation of liver injury modules *in vitro* from rat hepatocytes after exposure to the thioacetamide metabolite, thioacetamide-S-oxide.

Low dose				High dose			
9 h		24 h		9 h		24 h	
Module	z-score	Module	z-score	Module	z-score	Module	z-score
Hematopoiesis	-0.4	**Fibrosis^a^**	**6.4**	Hematopoiesis	1.0	**Anisonucleosis**	**6.9**
Anisonucleosis	-1.3	**Anisonucleosis**	**5.6**	Anisonucleosis	0.3	**Fibrosis**	**6.5**
Granular degeneration	-1.5	**Cellular foci**	**5.2**	Single cell necrosis	0.1	**Cellular foci**	**6.1**
Fibrosis	-1.8	**Bile duct proliferation**	**3.4**	Granular degeneration	-0.7	**Bile duct proliferation**	**3.7**
Bile duct proliferation	-1.8	**Cellular infiltration**	**3.3**	Fibrosis	-0.9	**Cellular infiltration**	**3.6**
Cytoplasmic alteration	-2.2	Single cell necrosis	2.4	Nuclear alteration	-0.9	Oval cell proliferation	1.2
Cellular infiltration	-2.2	Oval cell proliferation	2.2	Cellular foci	-1.1	Single cell necrosis	1.0
Cellular foci	-2.3	Nuclear alteration	0.2	Oval cell proliferation	-1.4	Nuclear alteration	0.1
Single cell necrosis	-2.4	Hematopoiesis	0.0	Bile duct proliferation	-2.1	Hematopoiesis	-0.2
Oval cell proliferation	-3.8	Granular degeneration	-1.6	Cellular infiltration	-2.1	Cytoplasmic alteration	-1.6
Nuclear alteration	-4.5	Cytoplasmic alteration	-1.6	Cytoplasmic alteration	-2.2	Granular degeneration	-1.9

^a^Bold text indicates significantly activated module (p-value < 0.01).

**Table 7:** Activation of kidney injury modules *in vitro* from renal tube epithelial cells after exposure to thioacetamide metabolite, thiacetamide-S-oxide.

Low dose				High dose			
9 h		24 h		9 h		24 h	
Module	z-score	Module	z-score	Module	z-score	Module	z-score
**Fibrosis^a^**	**3.3**	Hypertrophy	1.6	Hypertrophy	1.8	Cellular infiltration	1.9
Hypertrophy	1.7	Intracytoplasmic inclusion body	-0.2	Necrosis	1.3	Fibrosis	1.1
Cellular infiltration	1.3	Fibrosis	-0.3	Degeneration	1.2	Intracytoplasmic inclusion body	1.1
Degeneration	1.0	Cellular infiltration	-1.1	Dilatation	1.1	Hypertrophy	1.0
Dilatation	0.8	Dilatation	-1.1	Fibrosis	1.1	Necrosis	0.5
Intracytoplasmic inclusion body	0.0	Necrosis	-1.2	Cellular infiltration	0.4	Dilatation	0.1
Hyaline cast	-0.2	Hyaline cast	-1.3	Intracytoplasmic inclusion body	0.2	Hyaline cast	-0.5
Necrosis	-0.6	Degeneration	-1.8	Hyaline cast	-0.6	Degeneration	-1.2

^a^Bold text indicates significantly activated module (p-value < 0.01).

#### Liver Module Activation ***In Vivo***

In rats, thioacetamide exposure significantly activated (p-value < 0.01) several injury modules in the liver (**Table 4**). For each condition, the injury modules were ranked by the z-score from the most to the least likely injury endpoint. 8 h after thioacetamide exposure, all liver injury modules significantly activated at the low dose were also activated at the high dose, albeit with different ranking orders. Similarly, 24 h after low-dose exposure, all significantly activated injury modules were also activated after high-dose exposure. There was a significant overlap between the top-ranked liver injury modules at 24 h after low- and high-dose exposures. The difference in z-scores of the injury modules between 8 and 24 h were more pronounced than between low- and high-dose treatments.

#### Kidney Module Activation ***In Vivo***

Thioacetamide exposures significantly activated (p-value < 0.01) only a few injury modules in the kidney (**Table 5**). Necrosis was consistently the top-ranked kidney injury module in all kidney samples after thioacetamide exposure. At 24 h after high-dose exposure, several kidney injury modules were significantly activated, but necrosis was still the top-ranked injury phenotype.

#### Liver Module Activation ***In Vitro***

**Table 6** shows the liver injury modules activated by thioacetamide-S-oxide (the reactive metabolite of thioacetamide) in hepatocytes. 9 h after low- and high-dose treatments, no liver injury modules were significantly activated (p-value < 0.01). However, after 24 h, fibrosis was among the two highest-ranked injury modules for both low- and high-dose treatments. All five injury modules that were significantly activated 24 h after the low-dose treatment were also significantly activated after the high-dose treatment.

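At 9 h, the mean absolute log2 fold change of hepatocytes against vehicle was 0.22 at the low dose across 16572 transcripts and 0.42 at the high dose across 16607 transcripts. The mean absolute difference of single treated libraries from the vehicle mean (log2 CPM) was 0.30 ± 0.01 (SD, n = 5) and 0.48 ± 0.03 (SD, n = 5). The share of transcripts with an unadjusted p-value under 0.05 was 30.8% at the low dose and 55.4% at the high dose, by edgeR's quasi-likelihood test. As a difference of mean log2(TPM + 1), which is closer to the paper's definition of the fold change, the means were 0.15 and 0.31. The modules themselves could not be scored here, since their genes were not matched to the transcripts.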

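At 24 h, the mean absolute log2 fold change in hepatocytes was 0.82 at the low dose. The mean absolute difference of single treated libraries from the vehicle mean (log2 CPM) was 1.01 ± 0.02 (SD, n = 5). Vehicle library MS-183 is included in each of these values. Without it, the mean absolute log2 fold change was 0.74, and the difference of single libraries was not repeated. Of the DEGs at the 2 doses, 1353 were shared and changed in the same direction (889 higher and 464 lower), which is 79.9% of those at the high dose and 41.9% of those at the low dose, and 3 were shared and changed in opposite directions. Across the 16072 transcripts tested at both doses, the log2 fold changes had a Pearson r of 0.90. This r is across transcripts, which are not independent replicates, and both fold changes use the same 5 vehicle libraries. With the vehicle libraries divided between the 2 fold changes, the mean r over 20 fits was 0.38 (range 0.31 to 0.42). With library MS-183 left out and the other 4 vehicle libraries divided 2 and 2, a choice made after seeing the data, it was 0.64 (range 0.59 to 0.66). Dividing them does not remove a difference that all vehicle cultures at 24 h share. Without library MS-183, the vehicle cultures at 9 h lay nearer the treated than the vehicle cultures at 24 h for 81.1% of low-dose DEGs. For high-dose DEGs this share was 72.9%. The likeness of the 2 doses therefore cannot be told apart from such a difference. Without library MS-183, also a choice made after seeing the data, 3352 DEGs were shared (1927 higher and 1425 lower). The split of the shared DEGs was 1350 higher and 1319 lower with DESeq2, and 1968 higher and 1798 lower with all groups in one fit.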

#### Kidney Module Activation ***In Vitro***

**Table 7** shows the kidney injury module activation scores for thioacetamide-S-oxide in renal proximal tubular epithelial cells. None of the high-dose treatments significantly activated any injury modules, but 9 h after exposure to the low-dose treatment the kidney injury module, fibrosis, was slightly activated. However, this injury module was not significantly (p-value < 0.01) activated at 24 h after treatment.

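In renal cells at 9 h, the mean absolute log2 fold change was 0.27 at the low dose across 17535 transcripts and 0.43 at the high dose across 17814 transcripts. Single treated libraries differed from the vehicle mean by a mean absolute 0.36 ± 0.05 (SD, n = 5) and 0.48 ± 0.02 (SD, n = 5) in log2 CPM. An unadjusted p-value under 0.05 was reached by 39.2% of transcripts at the low dose and by 62.9% at the high dose in edgeR's test. At the low dose, 399 of the DEGs were higher and 774 lower than in vehicle cultures.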

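At 24 h, the mean absolute log2 fold change of renal cells at the low dose was 0.26 across 17684 transcripts, and 6.33% of the transcripts had an unadjusted p-value under 0.05 in edgeR's test. All 11 DEGs at the low dose were also DEGs at the high dose, in the same direction, with 8 higher and 3 lower than in vehicle cultures. The log2 fold changes at the 2 doses had a Pearson r of 0.32 across 17371 transcripts, or a mean r of 0.20 with separate vehicle libraries, where transcripts are not independent replicates. The mean absolute difference of single treated libraries from the vehicle mean (log2 CPM) was 0.46 ± 0.36 (SD, n = 5), with 1.08 for low-dose library MS-145 and 0.30 ± 0.07 (SD, n = 4) for the other 4. Without library MS-145, the mean absolute log2 fold change was 0.18.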

#### ***In Vitro***-***In Vivo*** Correlation

At 24 h after the high-dose treatment, three of the four liver injury modules that were ranked highest *in vitro* could be found among the four highest-ranked modules *in vivo* (**Tables 4** and **6**). Fibrosis was the second-highest ranked injury module *in vitro* and *in vivo*. These results are in agreement with fibrosis being the primary injury endpoint of thioacetamide exposure.

**Figure 3** shows the correlation between *in vivo* and *in vitro* experiments for different liver and kidney samples. The injury modules activated in the liver 24 h after high- and low-dose treatment were strongly correlated (R^2^ > 0.6). However, those activated in the kidney 24 h after high-dose and low-dose treatment showed no correlation. There was no positive *in vivo-in vitro* correlation at the shorter time points, regardless of the dose.

**Figure 3:**
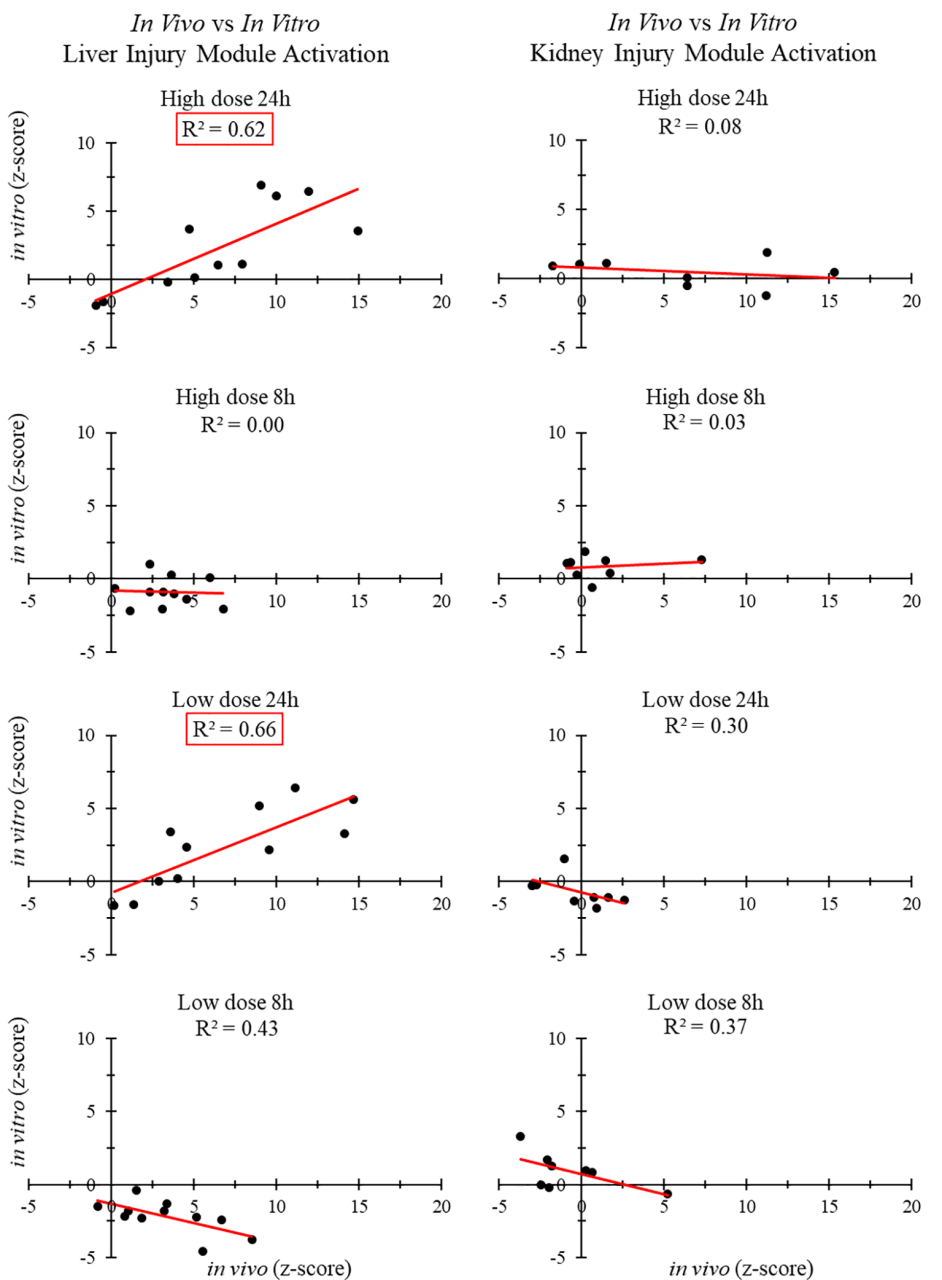
Correlation between injury modules activated *in vivo* and *in vitro*.

### *In Vitro* Predictions of High- and Low-Risk Liver Toxicants

In this section, we extend our validation to identify key injury phenotypes and to differentiate high-risk liver toxicants from low-risk toxicants. To this end, we identified four compounds with *in vitro* data from TG-GATEs and corresponding *in vivo* data from DrugMatrix. We selected carbon tetrachloride and lomustine as high-risk toxicants, which are known to promote fibrosis in rats after 29 days of exposure to 300 mg/kg of carbon tetrachloride and after 29 days of exposure to 6 mg/kg of lomustine (Igarashi et al., 2015). The doses used in DrugMatrix were similar: 400 mg/kg for carbon tetrachloride and 4.20 and 8.75 mg/kg for lomustine (Ganter et al., 2005). We classified naproxen and tamoxifen as low-risk toxicants, based on the LiverTox website (Hoofnagle et al., 2013), as liver fibrosis was not detected in the histology reports from TG-GATEs.

The *in vitro* data from TG-GATEs contain repeated-dose exposure to chemicals at low, medium, and high doses at three different time-points (2, 8, and 24 h). For this analysis, we calculated a module activation score for each condition and selected the maximum score. We provide all activation scores in **Table S6** (**Supplemental Material**).

**Table 8** shows the maximum injury module activation scores from *in vitro* and *in vivo* expression data for the four compounds. The fibrosis module was significantly activated for the two high-risk compounds in both *in vitro* and *in vivo*, but not for the low-risk compounds.

**Table 8:** Activation of liver injury modules *in vitro* and *in vivo* in rat hepatocytes after exposure to high- and low-risk liver toxicants. Bold text indicates significant activation of the Fibrosis module (p-value < 0.01).

High-risk liver toxicants							
Carbon tetrachloride				Lomustine			
*In vivo* (DrugMatrix)^a^		*In vivo* (TG-GATEs)^b^		*In vivo* (DrugMatrix)^c^		*In vitro* (TG-GATEs)^d^	
Low-risk liver toxicants							
Naproxen				Tamoxifen			
*In vivo* (DrugMatrix)^e^		*In vivo* (TG-GATEs)^f^		*In vivo* (DrugMatrix)^g^		*In vitro* (TG-GATEs)^h^	
Anisonucleosis	12.0	**Fibrosis**	**4.5**	**Fibrosis**	**10.2**	**Fibrosis**	**2.9**
**Fibrosis**	**11.1**	Anisonucleosis	4.4	Cellular infiltration	8.3	Anisonucleosis	2.4
Cellular infiltration	10.5	Hematopoiesis	3.7	Cellular foci	7.7	Cellular infiltration	2.2
Cellular foci	8.2	Cellular foci	2.8	Single cell necrosis	4.8	Granular degeneration	2.0
Single cell necrosis	5.9	Cellular infiltration	1.8	Hematopoiesis	4.5	Oval cell proliferation	1.9
Nuclear alteration	3.4	Nuclear alteration	1.7	Anisonucleosis	2.4	Bile duct proliferation	1.9
Hematopoiesis	2.2	Granular degeneration	1.7	Bile duct proliferation	2.2	Hematopoiesis	1.7
Oval cell proliferation	1.6	Single cell necrosis	1.3	Oval cell proliferation	2.0	Cellular foci	1.6
Granular degeneration	0.3	Cytoplasmic alteration	1.0	Cytoplasmic alteration	1.3	Cytoplasmic alteration	0.7
Cytoplasmic alteration	-0.1	Oval cell proliferation	0.8	Granular degeneration	0.9	Nuclear alteration	0.1
Bile duct proliferation	-0.3	Bile duct proliferation	0.7	Nuclear alteration	0.4	Single cell necrosis	-0.2
Nuclear alteration	0.3	Granular degeneration	4.5	Anisonucleosis	3.4	Anisonucleosis	4.6
Cytoplasmic alteration	0.0	Hematopoiesis	2.4	Granular degeneration	1.8	Hematopoiesis	2.7
Single cell necrosis	-0.3	Cytoplasmic alteration	1.9	Cytoplasmic alteration	1.1	Fibrosis	1.8
Oval cell proliferation	-0.5	Nuclear alteration	1.9	Nuclear alteration	0.2	Cytoplasmic alteration	1.7
Bile duct proliferation	-1.7	Bile duct proliferation	1.7	Single cell necrosis	0.1	Granular degeneration	1.6
Anisonucleosis	-2.1	Anisonucleosis	1.5	Fibrosis	-0.4	Oval cell proliferation	1.4
Cellular foci	-2.4	Oval cell proliferation	1.2	Cellular foci	-0.5	Nuclear alteration	1.4
Cellular infiltration	-2.6	Fibrosis	1.1	Cellular infiltration	-0.7	Cellular infiltration	1.0
Granular degeneration	-2.6	Single cell necrosis	0.9	Bile duct proliferation	-0.9	Cellular foci	0.8
Fibrosis	-2.9	Cellular foci	0.8	Hematopoiesis	-1.0	Single cell necrosis	0.1
Hematopoiesis	-3.9	Cellular infiltration	0.1	Oval cell proliferation	-1.0	Bile duct proliferation	-0.1

^a^Dose: 400 mg/kg; Time: 1, 3, 7, and 25 d. ^b^Dose: 1,000, 3,000, and 10,000 μM; Time: 2, 8, and 24 h. ^c^Dose: 4.2 and 8.75 mg/kg; Time: 1, 3, 5, and 25 d. ^d^Dose: 4.8, 24, and 120 μM; Time: 2, 8, and 24 h. ^e^Dose: 10 mg/kg; Time: 3 d. ^f^Dose: 80, 400, and 2000 μM; Time: 2, 8, and 24 h. ^g^Dose: 2.5 and 64 mg/kg; Time: 3 and 5 d. ^h^Dose: 0.12, 0.60, and 3.0 μM.

## Discussion

We used different approaches to assess the correlation between *in vitro* and *in vivo* toxicogenomic experiments. No positive correlations were observed for liver or kidney injury modules 8 or 9 h after thioacetamide/thioacetamide-S-oxide exposure. However, our injury module approach did indicate a strong correlation (R^2^ > 0.60) at 24 h after high-dose treatment of thioacetamide/thioacetamide-S-oxide between liver injury modules activated *in vitro* (in hepatocytes) and those activated *in vivo* (in rats), but no correlation (R^2^ < 0.10) between kidney injury modules activated *in vitro* (in renal cells) and those activated *in vivo* (in rats). Interestingly, there was also a strong *in vitro*-*in vivo* correlation (R^2^ = 0.66) for liver injury modules activated 24 h after low-dose treatment, which further indicates the sensitivity of the injury module approach to identifying specific injury phenotypes even after a low-dose exposure.

A noteworthy observation for the activation of liver injury modules *in vivo* and *in vitro* was the increase in activation score and rank of the fibrosis module over time (8 to 24 h) for both low- and high-dose treatments (see **Tables 4** and **6**). The opposite trend was observed for the single cell necrosis module *in vivo*, which was the top-ranked module 8 h after exposure but a mid-ranked module after 24 h (see **Table 4**). These observations are reasonable, given that fibrosis requires more time to develop than single cell necrosis with regard to an early immune response.

DEGs *in vitro* showed little overlap with DEGs *in vivo* (**Figure 1**), and gene FC values among the overlapping genes were uncorrelated (**Figure 2**). These data suggest that any *in vitro*-*in vivo* correlation based solely on individual genes are likely to be coincidental.

The KEGG pathway analysis of *in vivo* gene expression data from rats exposed to thioacetamide identified multiple biologically relevant pathways in the liver, as discussed previously (Schyman et al., 2018). In the *in vitro* hepatocyte experiment, 17 pathways (excluding human disease pathways) were significantly activated with a p-value of less than 0.05, which included 13 metabolic pathways, as well as cardiac muscle contraction, antigen processing and isoleucine biosynthesis, PPAR signaling, and complement and coagulation cascades pathways (see **Supplemental Material** for all activated KEGG pathways). Among the 17 pathways activated *in vitro*, 13 overlapped with the pathways activated in liver (*in vivo*) (**Table 3**). Nine of these pathways were related to metabolism (e.g., xenobiotic biodegradation and metabolism, carbohydrate metabolism, amino acid metabolism) and three others were related to the *circulatory*, *immune*, and *endocrine systems* (i.e., cardiac muscle contraction, antigen processing and isoleucine biosynthesis, and PPAR signaling pathways). Similarly, the majority of the significantly activated KEGG pathways in the kidney that showed *in vitro*-*in vivo* overlap were involved in metabolism (**Table 3**), and also *circulatory* and *immune systems* (i.e., cardiac muscle contraction and antigen processing and isoleucine biosynthesis). **Table 3** shows that more than half of the *in vitro*-*in vivo* overlapped pathways in liver or kidney also overlapped between liver and kidney samples. Some of these pathways were expected, such as metabolism of xenobiotics by cytochrome P450 and drug metabolism cytochrome p450, but also cardiac muscle contraction, antigen processing and isoleucine biosynthesis were common across organs. It is interesting to note that the glutathione metabolism pathway was also common, which is important in antioxidant defense and cellular function (e.g., cell proliferation, apoptosis, immune response) (Wu et al., 2004). However, these pathways, which are involved in general biological responses and are not injury specific, showed low specificity between the liver and kidney.

Previous *in vitro*-*in vivo* research has often focused on identifying correlated genes, pathways, or gene ontology terms (Zhang et al., 2013; De Abrew et al., 2015; Sutherland et al., 2016; Van den Hof et al., 2017; Taškova et al., 2018). We have shown that DEGs do not show satisfactory *in vitro*-*in vivo* correlations, which makes selection of individual genes indicative of injury unreliable. Furthermore, our KEGG pathway analysis identified several overlapping pathways between *in vivo* and *in vitro* conditions, but no clear link to fibrosis, the liver injury most associated with thioacetamide exposure.

Here, we show that our modular approach to identify gene sets specific to injury phenotypes performed well in assessing *in vivo* results from *in vitro* gene expression data after exposure to a thioacetamide metabolite, thioacetamide-S-oxide. An important factor in our modular approach is the use of absolute FC values to identify activated injury modules. Although this has been shown to be important in pathway analysis (Ackermann and Strimmer, 2009), it leads to loss of information about the directionality of change in the activated pathway. However, our results showed weak *in vivo*-*in vitro* correlations for the directionality of the FC (**Figure 2**), suggesting that the use of absolute FC values is critical to the success of the injury module approach.

Previous studies have typically focused on identifying gene signatures for a single injury phenotype (e.g., cancer, steatosis, cholestasis) (Segal et al., 2004; Sahini et al., 2014; Parmentier et al., 2017). Although this approach is adequate for understanding the underlying biological mechanisms of toxicity, a key aspect of predicting a specific organ injury phenotype is the ability to test and rank different injury phenotypes to identify the most likely injury. The prediction should also be organ-specific, which requires different sets of injury modules for different organs. Other studies have used similar multi-injury-gene set approaches to focus on liver injuries (De Abrew et al., 2015; Sutherland et al., 2017; Sutherland et al., 2019) or kidney injuries (Minowa et al., 2012).

A major limitation of our injury module approach is that we can only predict injuries for the injury modules we have identified. There are many more injury phenotypes for which we have not yet been able to assign a gene set, because publicly available data are still limited. Other limitations of our approach are that injury phenotypes are not necessarily indistinguishable, and that some injuries respond at different time scales (e.g., cellular infiltration is often an early response, whereas fibrosis is more pronounced later when the injury is more advanced). Additionally, our approach does not yet consider injury modules for other organs, such as the heart and brain.

To further validate the ability of our injury modules to predict *in vivo* injury endpoints, we selected four compounds with *in vitro* data from TG-GATEs and corresponding *in vivo* data in DrugMatrix. We did not expect perfect *in vitro*-*in vivo* concordance because the doses and time points were not necessarily determined in the same way (i.e., the highest dose with the least toxic response). However, our aim was to test whether we could identify a key injury phenotype and differentiate high-risk liver toxicants known to cause fibrosis from low-risk toxicants. **Figure 4** shows the significantly activated injury modules based on the activation scores in **Table 8**. For easy comparison we highlighted the fibrosis module in pink and the radius indicate the significance. We found that the injury module approach differentiated toxicants from non-toxicants based on activation scores and identified fibrosis as one of the injury phenotypes among the high-risk toxicants. Nontoxicants, when presented alone, only activated a few benign injury modules significantly.

**Figure 4:**
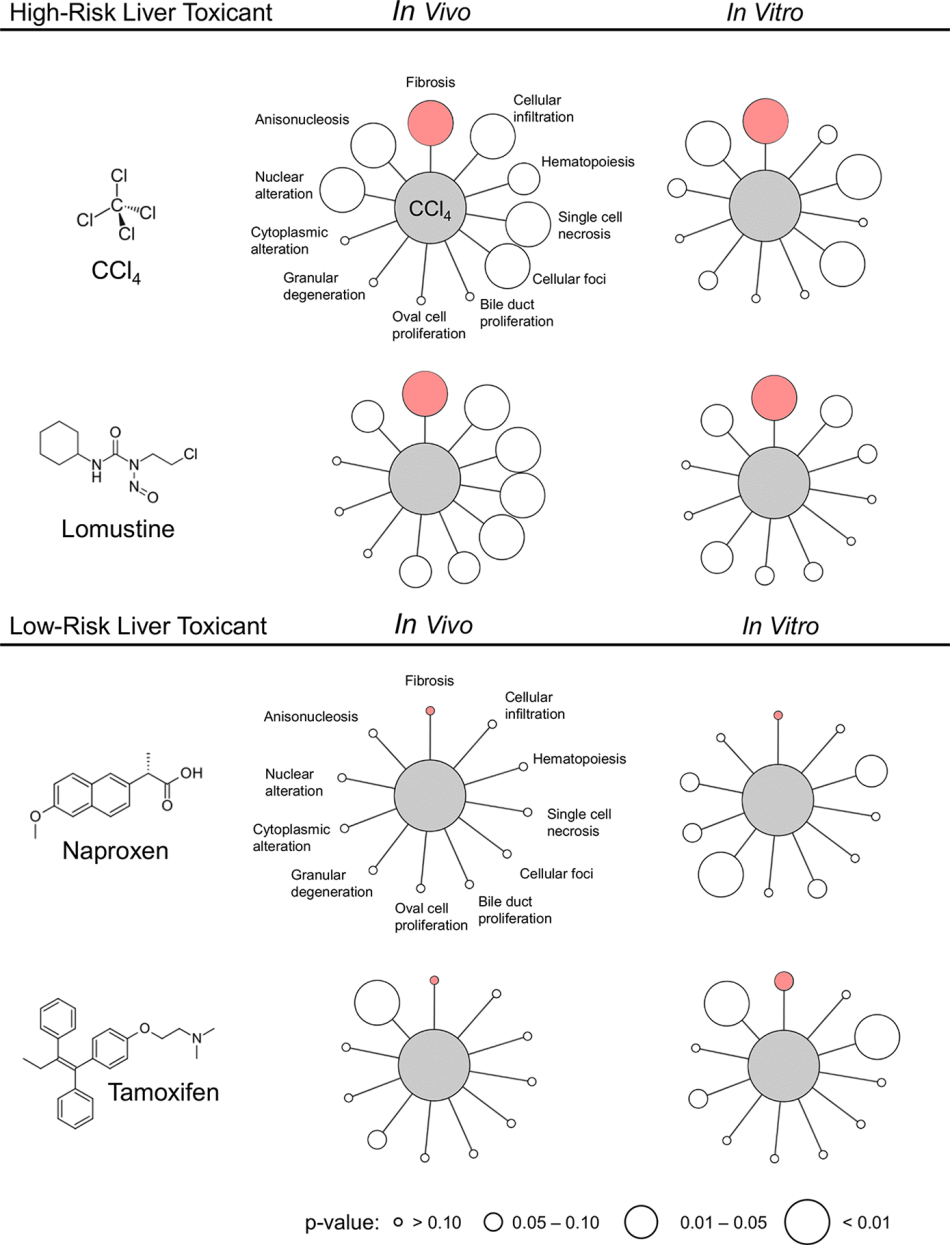
Activation of liver injury modules *in vitro* and *in vivo* in rat hepatocytes after exposure to high- and low-risk liver toxicants. Pink indicates the Fibrosis module and the size of the circle indicates the p-value. The image was generated using *Cytoscape* (Shannon et al., 2003).

In summary, our results support the hypothesis that coexpressed gene sets specific to an injury phenotype (injury modules) may be useful to predict *in vivo* injury endpoints, using RNA-seq data from *in vitro* cell studies. Although this method may never replace animal studies, in conjunction with other *in vitro* assays, it could facilitate the screening of large numbers of chemicals in order to predict liver and kidney injuries *in vivo*. Consequently, the approach can reduce the number of animals needed in experiments and improve the efficiency of toxicity assessments.

## Data Availability Statement

The files from RNA-seq analysis were deposited in NCBI’s Gene Expression Omnibus (GEO) database under series accession numbers GSE120195 and GSE134569.

## Ethics Statement

This study was carried out in accordance with the *Guide for the Care and Use of laboratory Animals* of the U.S. Department of Agriculture, using protocols approved by the Vanderbilt University Institutional Animal Care and Use Committee, and USAMRDC Animal Care and Use Review Office.

## Author Contributions

PS, RP, MS, and AW made substantial contributions to the concept and design of the work. MS designed the protocols for the animal studies. SE, TO’B, and MS performed the animal studies, analyzed injury markers in blood and urine, and collected samples. RP worked on the extraction and purification of RNA. PS analyzed the gene expression data and contributed to drafting the manuscript. RP, AW, and MS contributed to revising and editing the manuscript for important intellectual content.

## Funding

The authors were supported by the U.S. Army Medical Research and Development Command (Fort Detrick, MD), and the Defense Threat Reduction Agency grant CBCall14-CBS-05-2-0007.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Assessing Chemical-Induced Liver Injury In Vivo From In Vitro Gene Expression Data in the Rat: The Case of Thioacetamide Toxicity
**Source:** Front Genet. 2019 Nov 26;10:1233. doi: 10.3389/fgene.2019.01233
**Supplement:** Supplementary file 1

## Slide 1
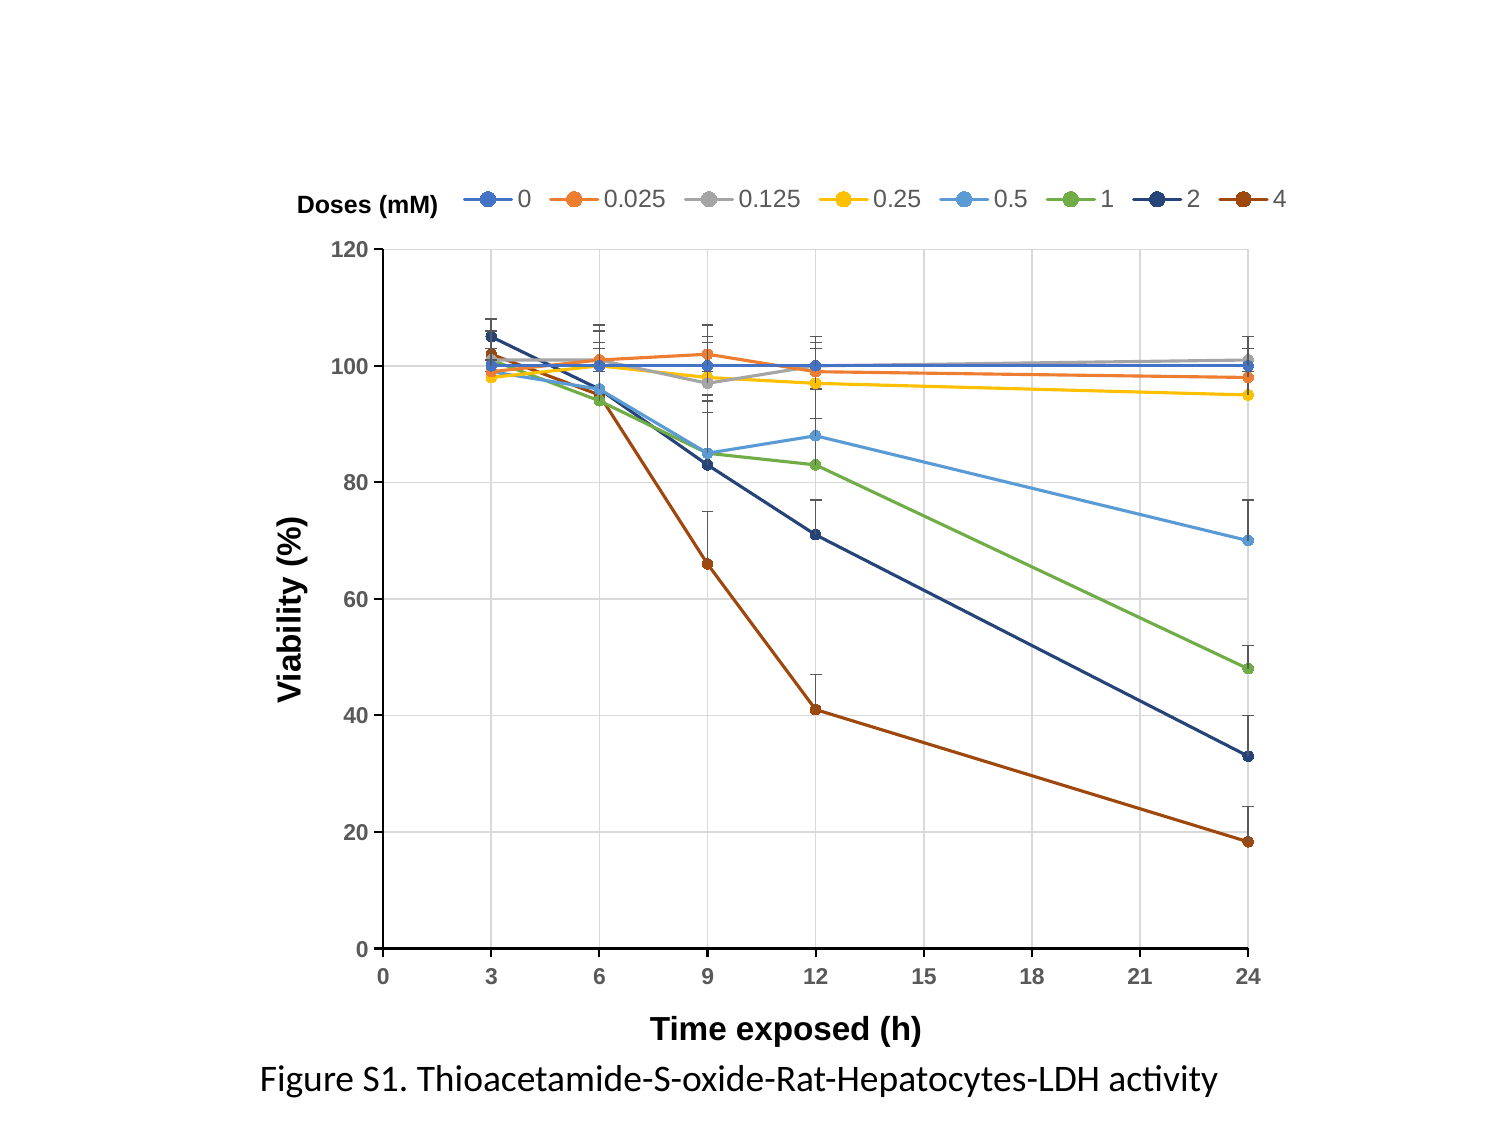

### Chart
| Category | 0 | 0.025 | 0.125 | 0.25 | 0.5 | 1 | 2 | 4 |
|---|---|---|---|---|---|---|---|---|Doses (mM)
Viability (%)
Time exposed (h)
Figure S1. Thioacetamide-S-oxide-Rat-Hepatocytes-LDH activity

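The chart of Figure S1 gives the viability of rat hepatocytes, as the lactate dehydrogenase activity that remained in the cells, against the time of exposure, with a curve for each dose of thioacetamide-S-oxide. Lactate dehydrogenase leaks out of cells with damaged membranes, so a lower value means more damaged cells.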

## Slide 2
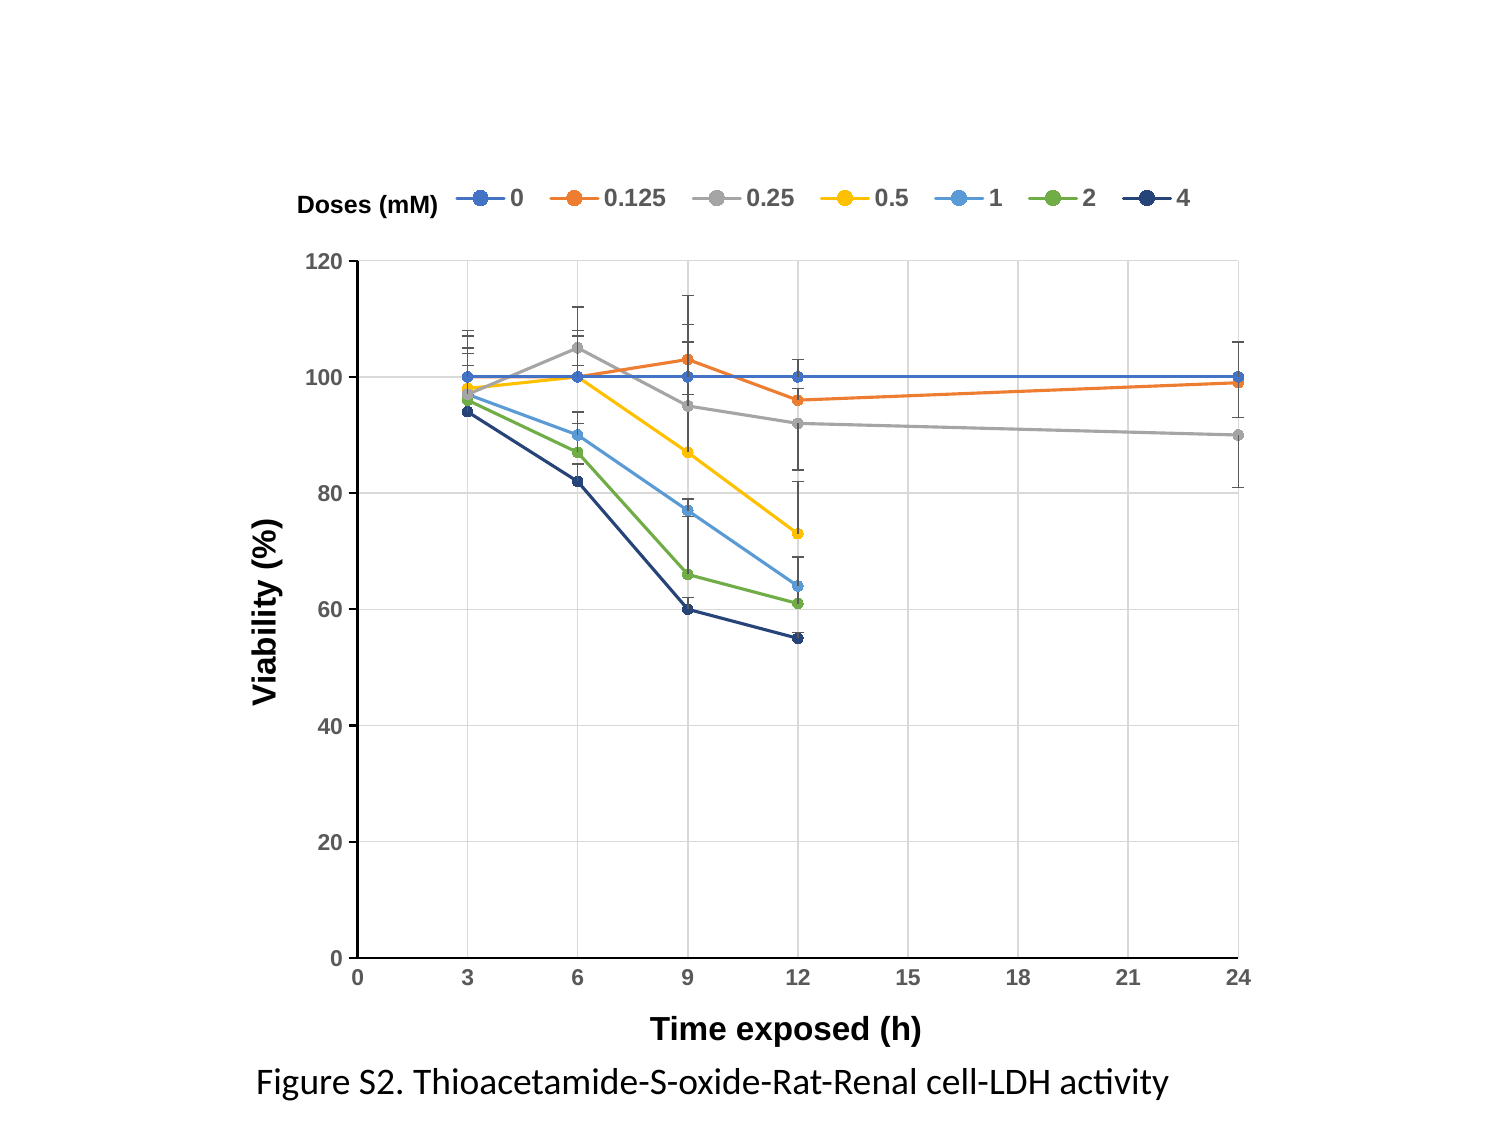

### Chart
| Category | 0 | 0.125 | 0.25 | 0.5 | 1 | 2 | 4 |
|---|---|---|---|---|---|---|---|Doses (mM)
Viability (%)
Time exposed (h)
Figure S2. Thioacetamide-S-oxide-Rat-Renal cell-LDH activity

## Slide 3
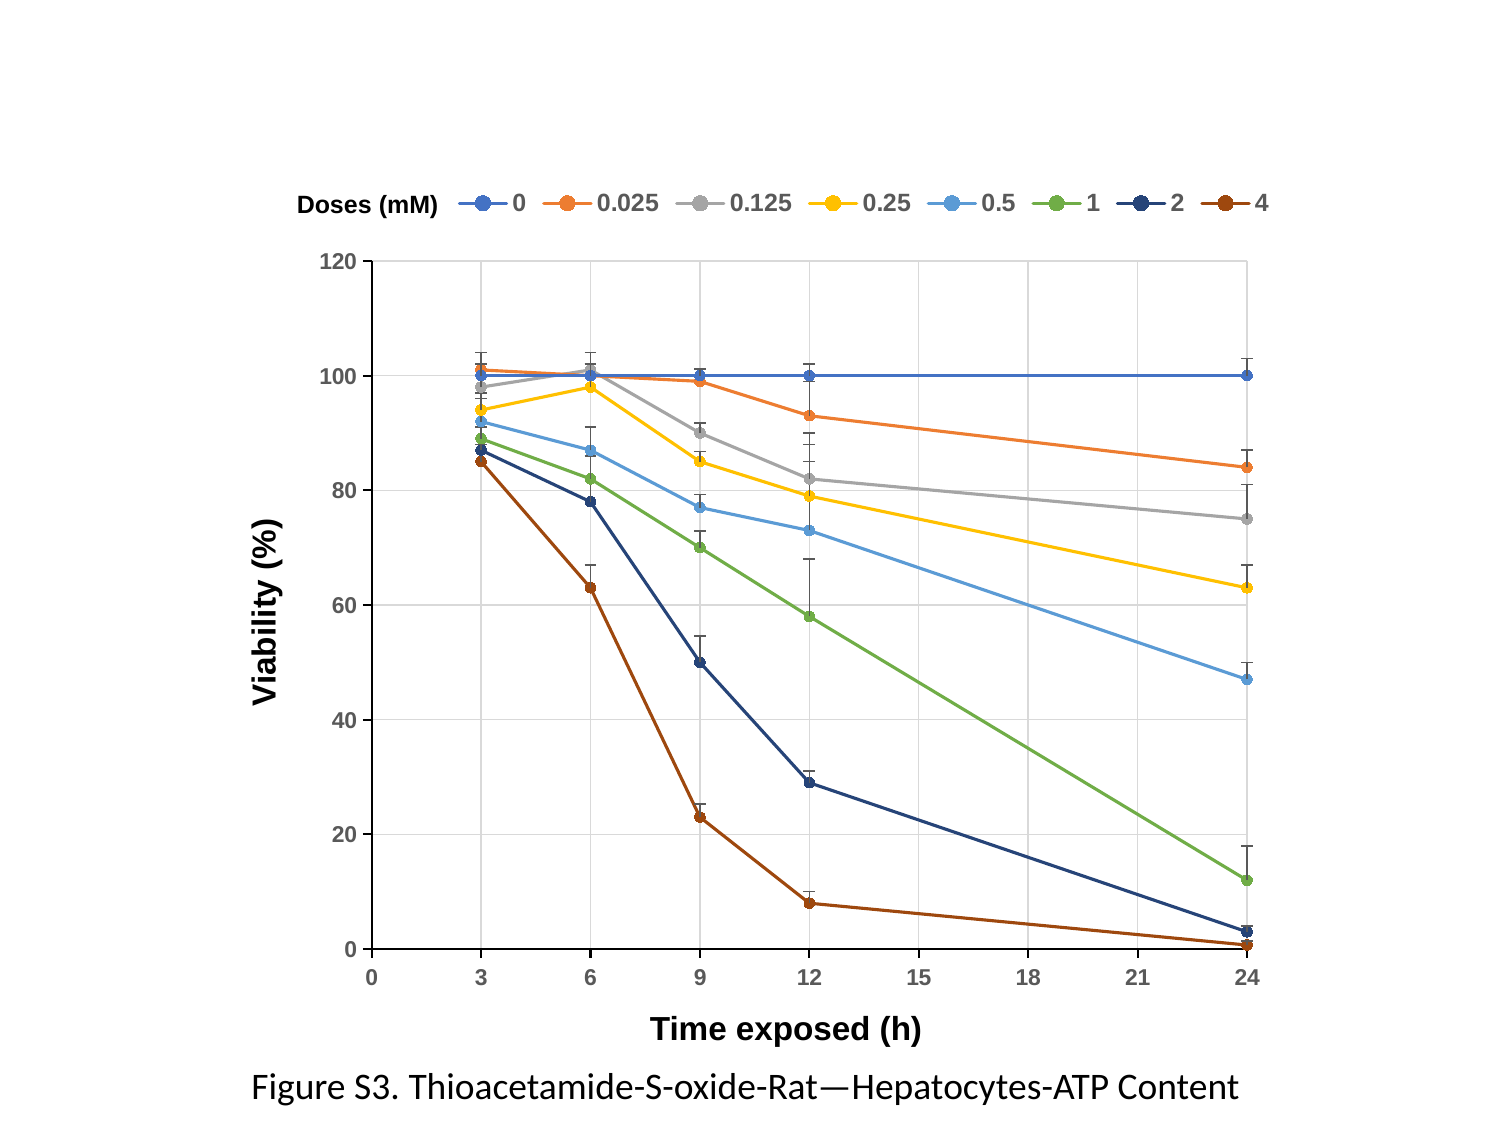

### Chart
| Category | 0 | 0.025 | 0.125 | 0.25 | 0.5 | 1 | 2 | 4 |
|---|---|---|---|---|---|---|---|---|Doses (mM)
Viability (%)
Time exposed (h)
Figure S3. Thioacetamide-S-oxide-Rat—Hepatocytes-ATP Content

## Slide 4
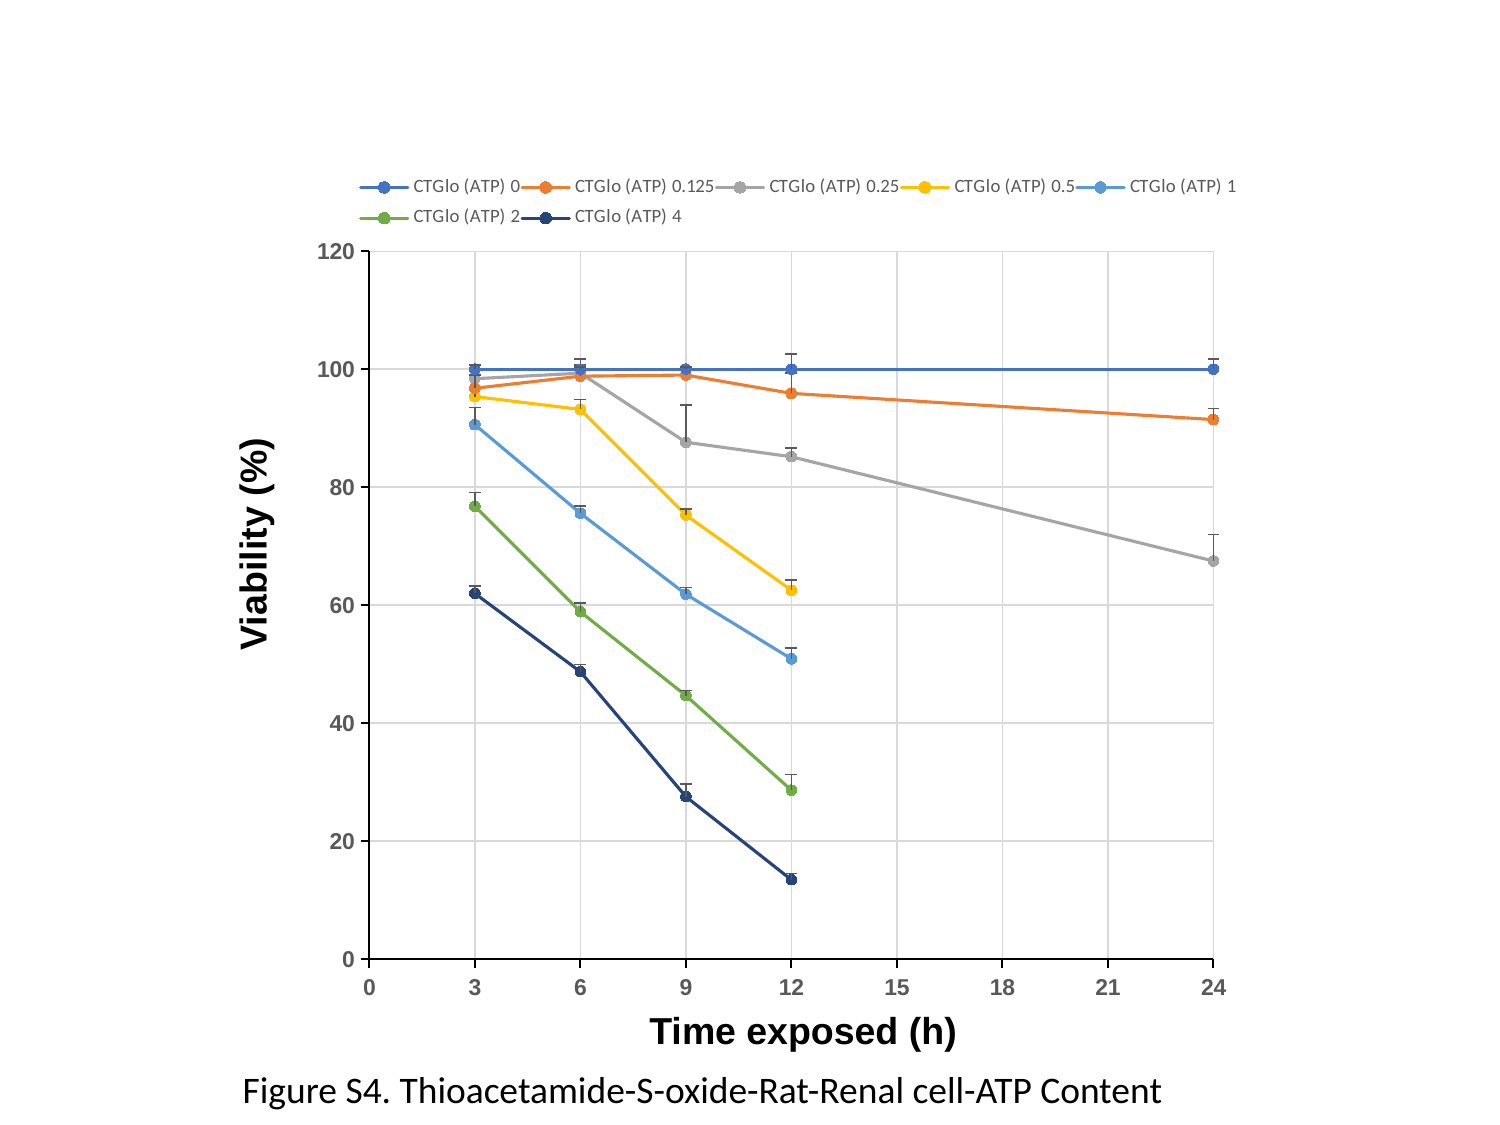

### Chart

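Figure S4 plots viability measured from cellular adenosine triphosphate, which falls as cells lose metabolic activity, against the time of exposure for each dose.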

| Category | CTGlo (ATP) 0 | CTGlo (ATP) 0.125 | CTGlo (ATP) 0.25 | CTGlo (ATP) 0.5 | CTGlo (ATP) 1 | CTGlo (ATP) 2 | CTGlo (ATP) 4 |
|---|---|---|---|---|---|---|---|Viability (%)
Time exposed (h)
Figure S4. Thioacetamide-S-oxide-Rat-Renal cell-ATP Content

How the deposited data were processed for this re-analysis (not part of the article)

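RNA was measured in 90 libraries of primary rat cells, 5 for each of 18 conditions. The conditions were vehicle, a low dose and a high dose of thioacetamide-S-oxide at 9 and 24 h in hepatocytes, renal proximal tubular epithelial cells and cardiomyocytes. The paper reports on the first 2 cell types. The cardiomyocytes, exposed to 0.5 or 1.5 mM according to their labels, were used only for comparison. Condition and replicate number came from the sample labels, checked against the doses and times of the paper. The replicate numbers are not shared between groups, so no pairing was used. The in vivo samples were not analysed here.

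The authors deposited, for each library, the estimated counts and the TPM that Kallisto assigned to each target, with the target's length and effective length. Estimated counts need not be whole, because a read that is compatible with several transcripts is divided among them. The paper states that reads were pseudo-aligned to the Rnor_6.0 transcriptome with 100 bootstraps. The bootstraps and the Sleuth fits were not used here. The tables also hold 25095 genomic intervals beside the 40071 transcripts, and the intervals were left out of the tests unless stated. No table at hand paired these transcripts with genes: the gene table used for names (assembly GRCr8) has no Ensembl identifiers, and 0 of the transcripts were matched. The plan had been to sum counts per gene, and the tests were instead made per transcript. Gene sets, pathways and modules were therefore not scored.

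Estimated counts were rounded to whole numbers. Each pair of groups was compared in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalization, estimateDisp, glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the transcripts tested. A DEG had an adjusted p-value of at most 0.05 and a natural-log fold change of at least 0.41 in size. In all, 19 comparisons were made. The alternatives were DESeq2 1.42.0 with its size factors, upper-quartile normalization, no filter beyond 1 count, a filter of at least 5 counts in at least 47% of the libraries, limma 3.58.1 on log2(CPM + 0.5), all groups of a cell type in one fit, no fold-change threshold, a fold change of at least 2, and each library left out in turn. A further 3 alternatives were chosen after seeing the data: only transcripts whose estimated counts were whole numbers in all libraries, transcripts and intervals in one fit, and limma with a weight for each library. The correlation of log2 fold changes between the doses was also computed with the vehicle libraries divided between the fold changes, and, after the data were seen, with library MS-183 left out of that division. For the DEGs shared by both doses and for this correlation, leaving out each library in turn was also added after the data were seen. The mean absolute log2 fold change was taken over the transcripts that passed the filter, and its spread was judged by a second measure, the SD over the 5 treated libraries of each one's mean absolute difference from the vehicle mean on the log2 CPM scale. The standard error of a log2 fold change was its size divided by the square root of edgeR's F statistic. As an alternative, the mean absolute log2 fold change was taken from the deposited TPM as a difference of mean log2(TPM + 1).

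The transcripts named in the text are, for the high dose at 24 h in each cell type, the DEG with the largest increase and the DEG with the largest decrease among those with a mean log2 CPM of at least 3 and all 5 treated libraries on one side of all 5 vehicle libraries. This rule was set before the data were examined for all 8 comparisons with vehicle in these cell types, together with genes of the paper's supplement and short gene lists, which could not be matched.

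The functions were tested on simulated data with 200 transcripts changed by known fold changes among 16564 tested. The edgeR fit recovered 147 of them, 125 of the 131 changed by 2-fold or more, with none in the wrong direction, and called 8 unchanged transcripts. The simulation took its levels and depths from hepatocytes at 9 h, with the same relative spread for all transcripts. Only transcripts with ample counts were changed. No simulated library resembled MS-183, so this recovery does not carry over to the hepatocyte comparisons with vehicle at 24 h. The deposited libraries held between 2993135 and 61897142 estimated counts (median 27860604). Counts this deep leave little counting error in expressed transcripts, apart from vehicle library MS-183 of the hepatocytes at 24 h, with 249303 counts on transcripts. No 2 libraries held identical values.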

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

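The tests of library MS-183, of library MS-145, of library MS-137 and of library MS-172 were chosen only after those libraries had been seen to differ, and the test on interval length only after the test on transcript length. The splits of the samples were set before their outcome was seen.

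Total estimated counts, the share of counts on transcripts and the number of transcripts detected were checked in each of the 18 conditions for a library apart from the other 4. Of these 54 sets of 5, 13 had such a library, where chance gives about 2.7. Vehicle library MS-183 of the hepatocytes at 24 h had 8.33% of its counts on transcripts, against 84.1% to 93.5% in the other 4, and 14939 transcripts detected, against at least 21637. Low-dose library MS-145 of the renal cells at 24 h had 15078809 estimated counts and 19227 transcripts detected. Vehicle library MS-137 of the renal cells at 24 h had 11415878 estimated counts and 20458 transcripts detected. Vehicle library MS-95 of the hepatocytes at 9 h had 15413513 estimated counts. Low-dose library MS-130 of the renal cells at 9 h had 20449 transcripts detected, and low-dose library MS-113 of the hepatocytes at 24 h had the most in its group, 22598. In cardiomyocytes, libraries MS-158 (low dose, 9 h), MS-172 (low dose, 24 h) and MS-178 (high dose, 24 h) had 19177, 16942 and 17678 transcripts detected, and vehicle library MS-169 at 24 h had 92.5% of its counts on transcripts. No biological explanation was tested for these libraries, since the libraries of a group share their condition.

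Library MS-183 also had a signal outside the transcripts that the paper does not report on, with 91.7% of its counts on genomic intervals. Low depth was tested by thinning vehicle library MS-184 to the same number of transcript counts: its median Spearman correlation with the other vehicle libraries was then 0.903, while library MS-183 had 0.401 over the same transcripts, so depth does not account for the difference. A mislabelled sample was tested by its correlation with every condition. The highest median was 0.431, with cardiomyocytes at the high dose at 24 h, so it resembled no condition closely. If its reads came evenly from genomic DNA, counts would rise with length. On the intervals the Spearman correlation of count and length was 0.477, against -0.088 to 0.220 in the other 89 libraries. On the transcripts it was 0.288, within the range of 0.185 to 0.308 of the others. At the median density of counts on its intervals, reads spread evenly would come to 136.4% of the counts on its transcripts, against at most 0.355% in the other 89 libraries, a measure looked at only after its values were seen. Reads from DNA therefore may explain its counts on intervals and on transcripts, although the correlation with transcript length did not separate this library. Reads from another organism were not tested.

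Few transcripts were DEGs in renal cells at the low dose at 24 h. Leaving out library MS-145 raised the count from 11 to 53, short of the 110 set as the mark of a cause, so this library alone does not explain it. Leaving it out takes away its low depth as well. With library MS-143 thinned to its depth in its place there were 49. As the count was already under that mark without library MS-145, the thinned fit could not have passed it and decides nothing about depth. In cardiomyocytes at the low dose at 24 h there were 0 DEGs, with 2028 transcripts at an unadjusted p under 0.05, and 7 without library MS-172. Leaving out low-dose library MS-174, which stood apart in none of the 3 measures, gave 95 higher and 34 lower, above the mark of 100, so the count of 0 depends on that library. It also depends on the method, as DESeq2 gave 180. With library MS-171 thinned to the depth of library MS-172 in its place there were 5, a fit that could not have passed the mark either. All 100 splits of those 10 samples gave at least as many as the real one, which a count of 0 fixes in advance.

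The change with dose differed between 9 h and 24 h in both cell types, by a test of the difference itself. The low dose gave 5481 such transcripts in hepatocytes and 645 in renal cells, and the high dose gave 4268 and 2781. In each of these 4 tests, 1 of the 60 shuffles of the time labels within dose, the real one, gave as many, and the other shuffles gave at most 1. Such shuffles also break the change with time that the doses share. That change was large in vehicle cultures, with 3234 DEGs in hepatocytes and 1607 in renal cells. The shuffles therefore cannot decide whether the change with dose differed between the times. In hepatocytes this difference cannot be told apart from the state of the vehicle cultures at 24 h, which is examined among the other observations. Without vehicle library MS-183 there were 6706 and 5822 such transcripts in hepatocytes at the low and high dose, so that library does not account for them. In renal cells there were 884 at the low dose without low-dose library MS-145 and 2811 at the high dose without vehicle library MS-137, which had the fewest counts in their groups. A response that changes with time is a possible explanation there. Other technical explanations, such as length bias, were not tested, so the difference cannot be told apart from them.

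The cardiomyocytes, which the paper does not report on, had 414 DEGs after the low dose at 9 h, 2257 after the high dose at 9 h and 2144 after the high dose at 24 h. In each case 1 of the 100 splits of the 10 samples gave as many, the real one. A response to the toxicant may underlie these counts, and with each library left out they ranged from 246 to 775, from 2023 to 2328 and from 1983 to 2467. Library MS-158 gave the highest count at the low dose at 9 h when left out. With only the transcripts whose estimated counts were whole in all libraries, which leaves out those with reads divided among targets, there were 275 DEGs among 6317 transcripts, 925 among 6535 and 992 among 6323, so divided reads do not account for all of them. Length bias was not tested, so the counts cannot be told apart from that explanation.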

How the results depend on the processing

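Upper-quartile normalization kept all 37 of the results it was applied to within the limits set here, namely a count within 1.5 times, the same side of the threshold for a named transcript, and a value within the SD between replicates. The filter of at least 5 counts in at least 47% of the libraries kept every count of DEGs within 1.5 times.

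DESeq2 with its size factors gave more DEGs for 8 results: 5120 for hepatocytes low 24 h, 3538 for hepatocytes high 24 h, 63 for renal cells low 24 h, 699 for cardiomyocytes low 9 h, 180 for cardiomyocytes low 24 h, 5017 for hepatocytes vehicle 24 h against 9 h, 2669 for DEGs shared by both doses in hepatocytes and 47 for DEGs shared by both doses in renal cells. It moved the share of DEGs that were higher than vehicle by over 10 percentage points for hepatocytes at the high dose at 24 h, from 64.1% to 49.6%, and for renal cells at the low dose at 24 h, from 72.7% to 55.6%. Of the DEGs shared by both doses in hepatocytes, 889 were higher and 464 lower with edgeR, against 1350 and 1319 with DESeq2 and 1968 and 1798 with all groups in one fit. For hepatocytes at the low dose at 24 h, the share that was higher moved from 59.4% to 49.5% with DESeq2. With all groups of a cell type in one fit, the counts were 1.8e+02 (89 higher and 94 lower) for hepatocytes low 9 h, 6387 for hepatocytes low 24 h, 4939 for hepatocytes high 24 h, 1.4e+02 (88 higher and 55 lower) for renal cells low 24 h, 642 for cardiomyocytes low 9 h, 193 for cardiomyocytes low 24 h, 6330 for hepatocytes vehicle 24 h against 9 h, 3766 for DEGs shared by both doses in hepatocytes and 91 for DEGs shared by both doses in renal cells, and the share of DEGs that were higher moved from 64.1% to 50.9% for hepatocytes at the high dose at 24 h, from 72.7% to 61.5% for renal cells at the low dose at 24 h and from 52.9% to 63.4% for cardiomyocytes at the low dose at 9 h. With no filter beyond 1 count they were 1262 for hepatocytes low 24 h, 557 for hepatocytes high 24 h, 1320 for hepatocytes vehicle 24 h against 9 h and 449 for DEGs shared by both doses in hepatocytes, and with limma 1638 for hepatocytes low 24 h, 819 for hepatocytes high 24 h, 1550 for hepatocytes vehicle 24 h against 9 h and 640 for DEGs shared by both doses in hepatocytes. Under limma, whose log2 fold changes had a median of 0.31 over all transcripts at both doses in hepatocytes at 24 h, a transcript with a smaller increase lies below that median. The cause was not tested for these settings.

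With no fold-change threshold, the counts were 2903 for hepatocytes low 9 h, 8258 for hepatocytes high 9 h, 5694 for hepatocytes high against low dose 9 h, 6849 for hepatocytes high against low dose 24 h, 5083 for renal cells low 9 h, 10564 for renal cells high 9 h, 8011 for renal cells high against low dose 9 h, 9477 for renal cells high 24 h, 936 for cardiomyocytes low 9 h, 8087 for cardiomyocytes high 9 h, 5307 for cardiomyocytes high 24 h, 5842 for renal cells vehicle 24 h against 9 h and 4510 for cardiomyocytes vehicle 24 h against 9 h. With a fold change of at least 2, they were 87 for hepatocytes low 9 h, 1200 for hepatocytes high 9 h, 395 for hepatocytes high against low dose 9 h, 865 for hepatocytes high against low dose 24 h, 481 for renal cells low 9 h, 1539 for renal cells high 9 h, 809 for renal cells high against low dose 9 h, 4 for renal cells low 24 h, 2358 for renal cells high 24 h, 1906 for renal cells high against low dose 24 h, 1.8e+02 (108 higher and 70 lower) for cardiomyocytes low 9 h, 1017 for cardiomyocytes high 9 h, 1114 for cardiomyocytes high 24 h, 587 for renal cells vehicle 24 h against 9 h, 534 for cardiomyocytes vehicle 24 h against 9 h and 4 for DEGs shared by both doses in renal cells. Both changes follow from the threshold itself.

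With each library left out in turn, the counts ranged from 0 to 1.3e+02 (95 higher and 34 lower) for cardiomyocytes low 24 h (all libraries: 0), from 246 to 775 for cardiomyocytes low 9 h (all libraries: 414), from 998 to 4475 for hepatocytes high 24 h (all libraries: 1693), from 2127 to 6279 for hepatocytes low 24 h (all libraries: 3228), from 2182 to 5969 for hepatocytes vehicle 24 h against 9 h (all libraries: 3234), from 4 to 53 for renal cells low 24 h (all libraries: 11), from 849 to 3352 for DEGs shared by both doses in hepatocytes (all libraries: 1353) and from 4 to 48 for DEGs shared by both doses in renal cells (all libraries: 11). For the shared DEGs and the correlation between the doses, these fits were added after seeing the data. For the hepatocyte comparisons that use the vehicle cultures at 24 h, the highest count was the fit without library MS-183. The correlation of log2 fold changes between the doses in hepatocytes ranged from 0.85 to 0.92. The mean absolute log2 fold change ranged from 0.22 to 0.24 for hepatocytes at the low dose at 9 h, from 0.74 to 0.91 at the low dose at 24 h and from 0.62 to 0.82 at the high dose at 24 h. The low dose gave more DEGs than the high dose in hepatocytes at 24 h under all 17 settings that could be applied to both, with a ratio between 1.29 and 2.27.

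Dividing the vehicle libraries between the fold changes lowered their correlation from 0.90 to 0.38 in hepatocytes and from 0.32 to 0.20 in renal cells. In hepatocytes it was 0.64 when library MS-183 was also left out, a choice made after seeing the data. Among transcripts that were DEGs at one dose or both, the correlation in renal cells was 0.47. With the filter of at least 5 counts, the mean absolute log2 fold change was 0.24 for hepatocytes low 9 h, 0.92 for hepatocytes low 24 h, 0.45 for hepatocytes high 9 h, 0.84 for hepatocytes high 24 h and 0.47 for renal cells high 9 h. As a difference of mean log2(TPM + 1) it was 0.15 for hepatocytes low 9 h, 0.74 for hepatocytes low 24 h, 0.31 for hepatocytes high 9 h, 0.68 for hepatocytes high 24 h, 0.19 for renal cells low 9 h, 0.30 for renal cells high 9 h and 0.41 for renal cells high 24 h. On this scale the median over all transcripts was 0.53 and 0.50 for hepatocytes at the low and high dose at 24 h, so most transcripts appear raised. It was -0.55 for vehicle at 24 h against 9 h and -0.040 for the high against the low dose at 24 h. The shift thus goes with the vehicle cultures at 24 h, which include library MS-183. It also enters the 0.74 and 0.68, and these values were not repeated without that library.

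The last 3 alternatives were chosen after seeing the data. With only the transcripts whose estimated counts were whole in all libraries, the counts were 1.8e+02 (98 higher and 86 lower) for hepatocytes low 9 h, 1231 for hepatocytes high 9 h, 555 for hepatocytes high against low dose 9 h, 1991 for hepatocytes low 24 h, 1011 for hepatocytes high against low dose 24 h, 528 for renal cells low 9 h, 1409 for renal cells high 9 h, 1001 for renal cells high against low dose 9 h, 19 for renal cells low 24 h, 2039 for renal cells high 24 h, 1659 for renal cells high against low dose 24 h, 275 for cardiomyocytes low 9 h, 925 for cardiomyocytes high 9 h, 1 for cardiomyocytes low 24 h, 992 for cardiomyocytes high 24 h, 1884 for hepatocytes vehicle 24 h against 9 h, 711 for renal cells vehicle 24 h against 9 h and 586 for cardiomyocytes vehicle 24 h against 9 h. Between 5827 and 6582 transcripts were tested in this setting, against 16264 to 17941 with all transcripts, so these counts cover fewer transcripts. The share of tested transcripts that were DEGs was higher than with all transcripts in all 19 comparisons, for example 1991 of 5939 against 3228 of 16597 for hepatocytes at the low dose at 24 h. With transcripts and intervals in one fit they were 396 for hepatocytes low 24 h, 204 for hepatocytes high 24 h, 369 for hepatocytes vehicle 24 h against 9 h and 1.5e+02 (23 lower) for DEGs shared by both doses in hepatocytes. In that fit the share of DEGs that were higher than vehicle rose in hepatocytes at 24 h. It went from 59.4% to 83.3% at the low dose and from 64.1% to 83.8% at the high dose. The median log2 fold change over all transcripts was then 0.36 and 0.37 at these doses, against -0.012 and 0.0056 in the main fit. Most transcripts thus appear raised there. At the low dose in renal cells at 24 h the share rose from 72.7% to 88.9%. The share that was higher at 24 h than at 9 h in hepatocyte vehicle cultures fell from 41.5% to 23.6%. With limma and a weight for each library, the counts were 6424 for hepatocytes low 24 h, 4937 for hepatocytes high 24 h, 1.3e+02 (60 higher and 72 lower) for renal cells low 24 h, 947 for cardiomyocytes low 9 h, 837 for cardiomyocytes low 24 h, 6118 for hepatocytes vehicle 24 h against 9 h, 3602 for DEGs shared by both doses in hepatocytes and 99 for DEGs shared by both doses in renal cells.

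The gene-set alternatives, and the alternatives that sum values per gene, were not run, since transcripts were not matched to genes. Library MS-183 had the fewest estimated counts on transcripts, 249303. With library MS-184 thinned to that number in its absence, the hepatocytes at 24 h had 6012 DEGs at the low dose and 4159 at the high dose, against 6279 and 4475 without thinning, so depth alone does not account for the lower counts with library MS-183. No paired analysis was possible because the replicate numbers are not shared between groups.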

Differences from the paper's values

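For hepatocytes after the high dose at 24 h, 1693 DEGs were found against the paper's 3178. Of the alternatives set before the data were examined, 2 have no such difference, namely DESeq2 with 3538 and the fit without vehicle library MS-183 with 4475. Upper-quartile normalization (1888), no filter (557), the filter of at least 5 counts (1531), limma (819), no fold-change threshold (1785), a fold change of at least 2 (1290) and the fits that left out any other library (998 to 1313) stay below the paper's value by more than 1.5 times, and all groups in one fit (4939) exceeds it by more than 1.5 times. Without library MS-183 and with library MS-184 thinned to its depth, a test chosen after seeing the values, there were 4159.

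For renal cells after the low dose at 24 h, 11 DEGs were found against the paper's 71. DESeq2 gave 63 and the fit without low-dose library MS-145 gave 53, and neither differs by this measure. Upper-quartile normalization (9), no filter (8), the filter of at least 5 counts (11), limma (11), no fold-change threshold (15), a fold change of at least 2 (4) and the fits without any other low-dose or vehicle library (4 to 10) stay below the paper's value by that measure, and all groups in one fit (88 higher and 55 lower) exceeds it. Without library MS-145 and with library MS-143 thinned to its depth, chosen after seeing the values, there were 49. Here DEGs are transcripts, while the paper counts genes.

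In the paper's Table 2, hepatocytes at the high dose have more DEGs at 24 h than at 9 h. Here they had 1693 at 24 h and 3062 at 9 h with all libraries. The order of the paper was reached with DESeq2 (3538 at 24 h and 3075 at 9 h), with all groups in one fit (4939 and 2608), with a fold change of at least 2 (1290 and 1200) and without vehicle library MS-183 at 24 h (4475 against 3062 with all libraries at 9 h). Of the alternatives chosen after seeing the values, it was reached with limma and a weight for each library (4937 and 3342) and with transcripts whose estimated counts were whole (1286 and 1231). The other alternatives had fewer DEGs at 24 h.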

Other observations

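The tests of the vehicle cultures at 9 h and at 24 h against each other, and of library MS-183, were chosen only after the counts had been seen. The comparison of high and low dose, the comparison of changes with time and the count of transcripts found in one group only were set before the data were examined.

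For each of the 12 comparisons between doses in hepatocytes and renal cells, 1 of the 100 splits of the 10 samples gave as many DEGs, the real one. The same held for the 3234, 1607 and 1303 DEGs between vehicle cultures at 24 h and 9 h in hepatocytes, renal cells and cardiomyocytes. For the DEGs shared by both doses at 24 h, 1353 in hepatocytes and 11 in renal cells, 1 of the 100 regroupings of the 15 samples gave as many, and no other regrouping gave any. Such regroupings also break any difference of treated cultures from the vehicle libraries that both lists use. They therefore cannot decide whether the doses share a response.

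Hepatocytes at 24 h had more DEGs at the low dose than at the high dose. Leaving out vehicle library MS-183 gave a ratio of 1.40, so that library alone does not explain the order. Thinning library MS-184 to the depth of library MS-183 in its absence gave a ratio of 1.45 (6012 and 4159 DEGs). As the order already held without library MS-183, this could not have shown depth to be its cause.

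In addition, many transcripts already differed from vehicle at the low dose at 24 h. The DEGs between the high and low dose numbered 0.781 times those between the low dose and vehicle, or 0.401 times without library MS-183, where a value under 0.2 had been set as the sign of vehicle cultures prepared apart. By that test the treated cultures are not alike enough. The other tests point the other way. The log2 fold changes from 9 h to 24 h had a correlation across transcripts of 0.68 between low-dose and high-dose cultures and of 0.18 between vehicle and low-dose cultures, a difference of 0.501, which library MS-183 does not explain (0.502 without it). Between vehicle and high-dose cultures the correlation was 0.28. In renal cells the corresponding correlations were 0.31 between the doses, 0.37 between vehicle and low dose and 0.19 between vehicle and high dose, and in cardiomyocytes they were 0.31, 0.45 and 0.13. The changes of the doses were thus more alike than those of vehicle and low dose in hepatocytes only, but more alike than those of vehicle and high dose in all 3 cell types. Some transcripts were detected in all libraries of 1 group and none of the other, with a mean of at least 1 CPM where detected. These were 13.8 times as many between vehicle and low dose (55) as between high and low dose (4). Without library MS-183 they were 19 against 4. In a library this small, few counts raise a mean CPM, so the 13.8 rested largely on library MS-183.

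Of the DEGs between vehicle and low dose at 24 h without library MS-183, the vehicle cultures at 9 h lay nearer the treated than the vehicle cultures at 24 h for 81.1% (5090 of 6279). For the high dose this was 72.9%, while it was 15.5% for the high dose in renal cells and 49.6% in cardiomyocytes. As an example, ENSRNOT00000016152 stood at 507 ± 41.8 CPM in vehicle cultures at 9 h (SD, n = 5), 738 ± 69.4 CPM at the low dose at 24 h (SD, n = 5) and 0.823 ± 0.165 CPM in the 4 vehicle cultures at 24 h other than MS-183 (SD, n = 4). ENSRNOT00000026473 went the other way, with 0.670 ± 0.193 CPM in vehicle cultures at 9 h (SD, n = 5), 0.988 ± 0.370 CPM at the low dose at 24 h (SD, n = 5) and 215 ± 16.7 CPM in those 4 vehicle cultures (SD, n = 4). A candidate explanation is that the vehicle cultures at 24 h differ from all other hepatocyte cultures in something other than the toxicant, for example another lot of cells. A drift of untreated cultures after 9 h that both doses prevent would give the same pattern and was not separated from it by these tests. In the sample labels, these 5 libraries carry numbers (MS-181 to MS-185) apart from those of the treated cultures at 24 h (MS-111 to MS-120), which fits a separate preparation but does not show one. The pattern bears on every comparison with vehicle at 24 h in hepatocytes, and it was not tested on the modules.

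Among the genomic intervals, that on chromosome 14 from 46646819 to 46649470 (coordinates as in the files, on Rnor_6.0 by the paper's methods) took a median of 0.856% of the estimated counts of the hepatocyte libraries (range 0.0191% to 3.24%), 0.907% in renal cells and 1.03% in cardiomyocytes, the highest median of all intervals. What it holds was not examined, since no reference genome was used here.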
